# *Tsc2* shapes olfactory bulb granule cell molecular and morphological characteristics

**DOI:** 10.3389/fnmol.2022.970357

**Published:** 2022-09-05

**Authors:** Victoria A. Riley, Jennie C. Holmberg, Aidan M. Sokolov, David M. Feliciano

**Keywords:** tuberous sclerosis complex (TSC), tuberous sclerosis complex 2 (TSC2), mammalian target of rapamycin (mTOR), olfactory bulb (OB), granule cell, tuberous sclerosis complex 1 (TSC1)

## Abstract

Tuberous Sclerosis Complex (TSC) is a neurodevelopmental disorder caused by mutations that inactivate *TSC1* or *TSC2*. Hamartin and tuberin are encoded by *TSC1* and *TSC2* which form a GTPase activating protein heteromer that inhibits the Rheb GTPase from activating a growth promoting protein kinase called mammalian target of rapamycin (mTOR). Growths and lesions occur in the ventricular-subventricular zone (V-SVZ), cortex, olfactory tract, and olfactory bulbs (OB) in TSC. A leading hypothesis is that mutations in inhibitory neural progenitor cells cause brain growths in TSC. OB granule cells (GCs) are GABAergic inhibitory neurons that are generated through infancy by inhibitory progenitor cells along the V-SVZ. Removal of *Tsc1* from mouse OB GCs creates cellular phenotypes seen in TSC lesions. However, the role of *Tsc2* in OB GC maturation requires clarification. Here, it is demonstrated that conditional loss of *Tsc2* alters GC development. A mosaic model of TSC was created by performing neonatal CRE recombinase electroporation into inhibitory V-SVZ progenitors yielded clusters of ectopic cytomegalic neurons with hyperactive mTOR complex 1 (mTORC1) in homozygous *Tsc2* mutant but not heterozygous or wild type mice. Similarly, homozygous *Tsc2* mutant GC morphology was altered at postnatal days 30 and 60. *Tsc2* mutant GCs had hypertrophic dendritic arbors that were established by postnatal day 30. In contrast, loss of *Tsc2* from mature GCs had negligible effects on mTORC1, soma size, and dendrite arborization. OB transcriptome profiling revealed a network of significantly differentially expressed genes following loss of *Tsc2* during development that altered neural circuitry. These results demonstrate that *Tsc2* has a critical role in regulating neural development and shapes inhibitory GC molecular and morphological characteristics.

## Introduction

Tuberous Sclerosis Complex (TSC) is a genetic disorder affecting ~1 million patients worldwide and is caused by inactivating mutations in *TSC1* or *TSC2* (Osborne et al., 1991; The European Chromosome 16 Tuberous Sclerosis Consortium, 1993; Van Slegtenhorst et al., 1997; O’Callaghan et al., 1998; Feliciano et al., 2013a; Feliciano, 2020; Northrup et al., 2021; Strzelczyk et al., 2021). Growths called subependymal nodules (SENs) occur along the ventricular-subventricular zone (V-SVZ), also referred to as the subependymal zone (SEZ), in >85% of patients (Northrup et al., 1993; Adriaensen et al., 2009; Roth et al., 2013; Chan et al., 2018; Hasbani and Crino, 2018; Jansen et al., 2019). SENs are slow growing lesions that protrude into the lateral ventricles often located near the caudate nucleus and the Foramen of Monro (Nabbout et al., 1999; Jóźwiak et al., 2013). SENs can arise embryonically but grow during the neonatal period (Northrup et al., 1993, 2021; Krueger et al., 2013; Kingswood et al., 2017; Chan et al., 2018). Approximately 5%–20% of SENs become subependymal giant cell astrocytomas (SEGAs), a slow growing grade I neoplasm (Adriaensen et al., 2009; Northrup et al., 2013; Chan et al., 2018). TSC patients also have olfactory tract lesions and olfactory bulb (OB) hamartomas (de León et al., 1988). Rhinencephalon lesions including OB aplasia, OB hypoplasia, and OB hamartomas can be identified by magnetic resonance imaging (Manara et al., 2018).

The rhinencephalon abnormalities in TSC patients correlate with the presence of growths called cortical tubers (Manara et al., 2018). Cortical tubers cause medically refractory seizures and tuber resection can ameliorate epilepsy in TSC patients (Feliciano, 2020). The origins of tubers are unclear and likely arise embryonically, however recent evidence supports that *TSC1* or *TSC2* mutations in caudal late inhibitory neuroprogenitors surrounding the lateral ventricles can cause SENs, SEGAs, and tubers (Eichmüller et al., 2022). Indeed, deletion of *Tsc1* from medial, lateral, and caudal ganglionic eminence neural stem cells (NSCs) perturbs GABAergic cortical inhibitory neuron (CIN) development leading to delayed growth and premature death of mice (Fu et al., 2012). In this model, CINs are ectopically positioned, have hyperactive mTOR complex 1 (mTORC1), are enlarged, and have CIN subtype selective changes, reducing the number of neuropeptide Y and calretinin but not somatostatin or parvalbumin CINs (Fu et al., 2012). In a complementary model, loss of *Tsc1* caused somatostatin positive CINs to gain parvalbumin CIN characteristics including increased mTOR activity, expression of K_v_3.1, and acquisition of fast spiking properties (Malik et al., 2019). Moreover, loss of *Tsc1* alters CIN morphology and connectivity leading to social behavior defects that are sensitive to mTOR inhibitors between the third and fourth postnatal weeks (Amegandjin et al., 2021). Thus, loss of function mutations in TSC genes affected inhibitory neuron characteristics which may have relevance for understanding epileptogenesis and neuropsychiatric manifestations in TSC.

OB granule cells (GCs) are inhibitory interneurons produced throughout infancy by subventricular zone (SVZ) NSCs (Sanai et al., 2011). SVZ NSCs generate transit amplifying progenitor cells that produce neuroblasts (Lim and Alvarez-Buylla, 2016). Neuroblasts migrate rostrally by way of the rostral migratory stream (RMS) into the OB (Whitman and Greer, 2009). Incidentally, humans have a phylogenetically unique bifurcation of the RMS, the medial migratory stream, that siphons neuroblasts toward the ventromedial prefrontal cortex (Sanai et al., 2011). Once within the OB, neuroblasts predominantly mature into GCs (Whitman and Greer, 2009; Lim and Alvarez-Buylla, 2016). Given the relationship between SVZ NSCs and OB GCs, a hypothesis is that SVZ NSC *TSC1/TSC2* mutations cause abnormal OB development (Feliciano et al., 2013a). Previous studies examined the role of TSC genes in OB development by deletion of *Tsc1* in neonatal SVZ NSCs (Zhou et al., 2011; Feliciano et al., 2012). Conditional *Tsc1* deletion caused neuroblast migration defects and fewer OB GCs (Zhou et al., 2011). Neuroblasts lacking *Tsc1* migrated slower, and GCs were disorganized, had hyperactive mTORC1, and were cytomegalic (Feliciano et al., 2012). *Tsc1* regulation of GC morphology was further confirmed to include a reduction in perisomatic bouton density and a reduction in GC spine density (Amegandjin et al., 2021). Given that the *Tsc1* and *Tsc2* encoded proteins hamartin and tuberin form a GTPase activating protein complex that inhibits Rheb activation of mTOR, it is not surprising that Rheb electroporation can phenocopy the effects of *Tsc1* knockout (Lafourcade et al., 2013; Sokolov et al., 2020). Moreover, loss of mTOR or upstream amino acid transporters required for mTORC1 activation reduced GC soma size and dendrite arborization (Skalecka et al., 2016; Sokolov et al., 2020). Taken together, these results provide compelling evidence that the mTOR pathway controls inhibitory neuron characteristics. Despite the evidence that the mTOR pathway is required for OB GC development, the role of *Tsc2* in GC development has not been fully elucidated. Understanding the contribution of *Tsc2* to development is critically important since patient *TSC2* mutations are associated with more severe neurological sequalae.

Here, the role of *Tsc2* in OB GC development, maturation, and maintenance was evaluated.

## Materials and Methods

### Animals

Clemson University Institutional Animal Care and Use Committee approved all performed experiments, and all guidelines set forth by the Clemson University Institutional Animal Care and Use Committee and were compliant with the Animal Care and Use Review Office (ACURO), a component of the USAMRDC Office of Research Protections (ORP) within the Department of Defense (DoD). (B6.Cg-*Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^*^/J^; Strain #007909), C57BL/6-Tg^(Nes-cre/ERT2)KEisc/J^ (Strain #:016261), Tsc2^tm1.1Mjg/J^ (Strain #027458) were acquired from Jackson Laboratories. Mice were housed under pathogen-free conditions with a 12-h light/dark cycle and fed *ad libitum*.

### Electroporation

Neonatal mice were electroporated as previously described. Mice (P0-P1) were injected with equal concentrations and volumes of DNA plasmids (~1.5–2.0 μg/μl) diluted in phosphate buffered saline (PBS) with 0.1% fast green and includes the following plasmids: CAG-CRE (Plasmid #13775), CAG-GFP (Plasmid #11150), CAG-CRE-ERT2 (Plasmid #13777), and CAG-tdTomato (Addgene #83029; Matsuda and Cepko, 2007). DNA was injected into the lateral ventricles illuminated with a fiber optic light source and delivered using a borosilicate glass micropipette generated from pulled capillary tubes. Borosilicate capillary tubes were pulled with a P97 Sutter micropipette puller. Tweezer electrodes (model 520; BTX) were rinsed in 0.9% saline solution and placed swept over the head of neonatal pups using five, 100-volt square pulses of 50 ms duration with 950-ms intervals were applied using a pulse generator (ECM830; BTX).

### Genotyping PCR

Tissue was incubated in 50 mM NaOH and 0.2 mM EDTA at 50°C for 90 min. An equal volume of 100 mM Tris-HCl was added to samples. A PCR master mix was generated by mixing water, buffer, dNTPs, primers and Taq DNA Polymerase and adding to individual 50 μl PCR tubes. Samples were gently vortexed and centrifuged. Thin-walled PCR tubes are placed on ice and the following components are combined: 10× Taq Buffer dNTP Mix, 2 mM each (#R0241), forward primer 0.1–1.0 μM and reverse primer 0.1–1.0 μM, 1 mM MgCl_2_, template DNA (~10 pg), 1.25 U of Taq DNA Polymerase, and nuclease-free water (#R0581) for a final volume of 50 μl. Samples were vortexed and spun down. PCR was performed with the following conditions: Initial denaturation step at 95°C for 3 min, followed by 32 cycles of denaturation at 95°C for 30 s, an annealing step at 60°C for 30 s, and an extension at 72°C for 30 s followed by a final extension at 72°C for 5 min. Mice having conditional *Tsc2* alleles are distinguished by endpoint genotyping PCR using the following primer sequences, 5’-ACAATGGGAGGCACATTACC-3’ and 5’AGCAGCAGGTCTGCAGTG-3’. A wild type amplicon of 191 bp and a floxed amplicon of 250 bp are produced. Tomato genes were identified by endpoint genotyping PCR using the following primer sequences, 5’-AAGGGAGCTGCAGTGGAG TA-3’ and 5’-CCG AAAATCTGTGGGAAG TC-3’ and 5’-GGCATTAAAGCAGCGTATCC-3’ and 5’-CTGTTCCTGTACGGCATGG-3’ generating a tdTomato Mutant ~200 bp amplicon or a 297 bp Wild type amplicon. Nestin-CRE-ER^T2^ mice were genotyped with one of two primer sets 5’-ATGCAGGCAAATTTTGGTGT-3’ (CRE) and 5’-CGCCGCTACTTCTTTTCA AC-3’ (Nestin) and 5’-AGTGGCCTCTTCCAGAAATG-3’ (Internal Positive Control) and 5’-TGCGACTGTGTCTGATTTCC-3’ (Internal Positive Control). Alternatively, Nestin-CRE-ER^T2^ mice were genotyped with 5’-ATACCGGAGATCATGCAAGC-3’ (CRE) and 5’-GGCCAGGCTGTTCTTCTTAG-3’ (ER^T2^) and 5’-CTAGGCCAAGAATTGAAAGATCT-3’ (Internal Positive Control) and 5’-GTAGGTGGAAATTCTAGCATCATCC-3’ (Internal Positive Control).

### Long range PCR

DNA was isolated using the Qiagen DNeasy Blood and Tissue Kit (250; Catalog #69506). Samples were placed into microcentrifuge tubes with buffer ATL and Proteinase K and were incubated at 56°C and vortexed every hr until tissue was digested. Buffer AL and ethanol were added to digested tissues. The mixture was then pipetted into a DNeasy mini spin column and centrifuged at room temperature at 6,000× *g* for 1 min. The column is then placed into a new collection tube with AW1 and centrifuged at 6,000× *g* for 1 min. The collection tube is replaced, buffer AW2 is added to the sample, and centrifuged at 20,000× *g* for 3 min. The eluant is removed and the sample is centrifuged for 3 min at 2,000× *g* . The DNeasy mini spin column is then placed into a microcentrifuge tube and 50 μl of buffer AE is pipetted directly onto the membrane. The samples were incubated at room temperature for 5 min and subsequently centrifuged at 6,000× *g* for 1 min. Eluted sample is placed onto the DNeasy mini spin column and centrifuged again at 6,000× *g* for 1 min. Samples were quantified with a NanoDrop spectrophotometer. 1 μl of DNA was mixed with master mix that was generated with a Qiagen Long Range PCR Kit. Master mix consisted of 5 μl 10× Long Range PCR Buffer with Mg^2+^, 2.5 μl 10 mM dNTP mix, 10 μl 5× Q Solution, 0.2 μl of each primer, 0.4 μl LongRange PCR Enzyme Mix, and RNase free water to 50 μl total per reaction. Forty-nine microliter of master mix was added to a PCR tube along with 1 μl of DNA. The samples were then placed into a thermocycler and subjected to the following protocol; Initial activation step at 93°C for 3 min, followed by 32 cycles of the following 3-steps; Denaturation at 93°C for 15 s, an annealing step at 62°C for 30 s, and an extension at 68°C for 1 min 30 s followed by a final extension at 72°C for 5 min. Samples were loaded onto a 2% agarose gel with 1× Blue Juice and run at 100 V for 20–30 min. The primers for detecting Tsc2 wild-type, floxed, and recombined alleles are: P3F 5’-AAGATTCCGGCTTGAAGGAG-3’, P4F 5’-CACTA-GTCTAGCCTGACTCT-3’, and P3R 5’-GAGGACAAGCCAACATCCAT-3’.

### Immunohistochemistry

Pentobarbital (50 mg/kg) administered by intraperitoneal injection was used to sedate mice prior to decapitation. Brains were dissected in room temperature PBS, transferred to 4% paraformaldehyde (in PBS), and incubated overnight at 4°C. Brains were rinsed in PBS and mounted in low melt agarose (3%). A Leica VTS 1000 vibratome was used to slice brains coronally in 300 μm sections. Sections were blocked in PBS containing 0.1% Triton X-100, 0.1% Tween-20 and 2% BSA for 1 h at room temperature. Sections were washed in PBS containing 0.1% Tween-20 three times. Sections were incubated in primary antibody pS6 (rabbit anti-pS6; 1:1,000; Cell Signaling Technology; Ser 240/244, 61H9, #4838) overnight at 4°C. After three washes additional washes in PBS containing 0.1% Tween-20, slices were incubated with the appropriate secondary antibody (Alexa Fluor series; 1:500; Invitrogen) overnight at 4°C. Sections were mounted in ProLong Gold Antifade Mountant (ThermoFisher). Each staining was replicated on 4–13 mice per condition. Images were acquired on a spectral confocal microscope (Leica SPE) with a ×20 dry objective (N.A. 0.80). Low-magnification images were acquired with a ×5 dry (N.A. 0.15) objective.

### Image analysis

Images (×20) were uploaded and analyzed using FIJI (ImageJ 1.5 g). Simple neurite tracer plug-in was used to trace dendrite processes of RFP positive cells from 4 to 11 mice per condition. Sholl analysis was performed at 10 μm intervals to quantify both apical and basal dendritic arborization using the Sholl plug-in. A total number of dendritic crossings were calculated by taking the sum of crossings at 10 μm intervals for each traced neuron and averaging the total number of crossings per neuron in each condition for 4–11 mice.

Images (×20) of RFP positive OB GCs stained by immunohistochemistry were uploaded to FIJI (ImageJ 1.5 g). The freehand selection tool was used to trace a region of interest (ROI) on electroporated and non-electroporated cells in the same Z section was performed and a mean gray value to quantify the staining intensity of pS6 was recorded. Ratios of staining in electroporated and non-electroporated cells were compared performed for RFP positive cells in Tsc2^wt/wt^, Tsc2^wt/f^, and Tsc2^f/f^ conditions.

Images were uploaded to FIJI and subject to a custom macro available with supplemental data. Briefly, results were cleared, channels were split, and a maximum Z projection of RFP was made. Automated thresholding using Renyi Entropy was performed with images inverted and resulting binary image subjected to binary watershed. Resulting binary images were subject to particle analysis using custom settings (size = 20–400 circularity = 0.5–1.00) to only capture somas and the size and number of particles were saved along with drawing of particles. The size of particles was used for quantification of soma size. The drawing of particles was subsequently subjected to processing in geological image analysis software as previously described (GIAS v1.12; Feliciano et al., 2012). Default settings were applied, and the nearest neighbor distance Ra was calculated. Organization is then measured as the theoretical Poisson distribution in relation to the experimental distribution.

### RNA sequencing and bioinformatics

OBs (two for each mouse, from three mice each condition) were collected and homogenized in 500 μl TRIzol reagent (ThermoFisher). Samples were incubated for 5 min at 4°C and 100 μl chloroform was subsequently added. Samples were centrifuged for 15 min at 12,000× *g* at 4°C and the aqueous layer was collected and transferred to a 1.5 ml centrifuge tube. 250 μl of isopropanol was added to samples and incubated for ten minutes at 4°C. The samples were centrifuged for ten minutes at 12,000× *g* at 4°C and the supernatant discarded. Pellets were resuspended in 500 μl 75% ethanol and vortexed before being centrifuged for 5 min at 7,500× *g* at 4°C. Pellets were allowed to dry and rehydrated in 35 μl of RNase free ultrapure water. Samples were incubated at 60°C for 15 min to complete RNA isolation. RNA concentrations and purity were assessed using a NanoDrop Lite Spectrophotometer (Thermo Scientific). Sample quantity and RIN values were determined.

RNA concentration and quality was verified by Qubit assay and Agilent Tapestation analysis which confirmed RNA integrity. Libraries were prepared using NEBNext Ultra RNA Library Preparation Kit according to the manufacturer’s protocol (New England Biolabs). Samples were sequenced using 150 base pair end reads on an Illumina HiSeq. Read adapter sequences and nucleotides with poor quality were trimmed using Trimmomatic 0.36 and mapped to the Mus musculus GRCm38 reference genome available on ENSEMBL using the STAR aligner. 98.28% of reads were mapped with an average quality Q score of 35.69. 402,490,214 reads over the six samples had an average of 66,000,935 reads per sample. RNA sequencing aligner was executed using splicing aligner. The subread package was used to calculate unique exon hit counts. Unique exon hit counts were analyzed using differential expression analysis (DESeq2) and differential splice variant expression (DEXseq) analysis. Correlation between samples and treatment was performed by PCA plot. A heatmap of the top 30 genes based on p-adjusted value were subject to bi-cluster analysis to check for correlation between samples. Gene ontology analysis was performed by implementing GeneSCF, gene networks were identified by Cytoscape 3.60 using Genemania, and SynGO analysis was performed as we have previously described (Morton et al., 2018; Koopmans et al., 2019).

### Statistics

Data were graphed and analyzed with GraphPad Prism software (Version 8.2.0, GraphPad Software Inc.). Statistical significance was determined by Student’s t-test (tamoxifen experiments), one-way analysis of variance (ANOVA; ROI and total number of crossings analysis) with multiple comparisons test, or two-way ANOVA with Tukey’s multiple comparisons test (Sholl analysis). All experiments were performed on 4–11 mice per condition per time point. N (number of mice) and n (number of cells) are listed where applicable. Error bars are reported as standard error mean.

## Results

### Modeling loss of Tsc2 in OB granule cells

*Tsc1* and *Tsc2* genes encode for the proteins hamartin and tuberin, respectively. Hamartin and Tuberin form a GTPase activating protein heteromer that prevents Rheb activation of mTOR. Thus, inactivating mutations in *TSC1* or *TSC2* increase mTOR activity. Mice having a conditional *Tsc2* allele (*Tsc2^tm1.1Mjg^*/J) containing *loxP* sites flanking exons 2, 3, and 4 (henceforth referred to as *Tsc2*^f/f^) detectable by PCR were crossed to Ai9 mice (B6.Cg-*Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^*/J) that have a *loxP-*flanked STOP cassette that prevents transcription of a CAG-promoter driven variant of red fluorescent protein (tdTomato, RFP; Figures 1A,B). These mice were further crossed to *Nestin*-CRE-ER^T2^ mice (Figure 1B). 

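Tsc2 lies on the minus strand of chromosome 17 from 24595937 to 24632629 (GRCm38) and overlaps Pkd1 on the opposite strand. The protein-coding transcript that spans these positions has 40 exons. Exon 2 spans 24631945 to 24632111 (167 bp) and holds the start codon at 24632080 to 24632082. Exon 3 spans 24630913 to 24630999 (87 bp), and exon 4 spans 24629869 to 24629979 (111 bp). CRE recombination between the loxP sites therefore removes the annotated start of translation. From the start of exon 4 to the end of exon 2, the 3 exons lie within 2243 bp of genomic sequence. They hold 365 of the 6018 exon bases over which reads were counted for Tsc2 in the RNA sequencing of OBs, or 6.07% of them, so a count of reads over the whole gene rests mainly on exons that recombination leaves in place.

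**Figure D1:**
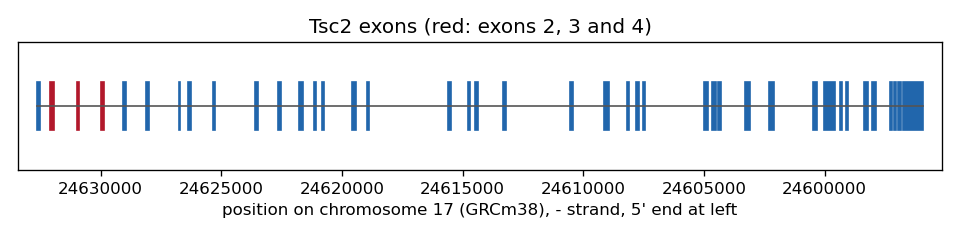
Map of the 40 exons of this Tsc2 transcript by position on chromosome 17 (GRCm38, in bases), drawn with the 5' end at left because the gene is on the minus strand. Blocks are exons and the line is the transcript; exons 2, 3 and 4, drawn in red, lie near the 5' end within 2243 bp.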

Nestin mice express a Cre recombinase fused to an estrogen receptor (ER) mutant which does not bind the physiological ligand, 17β-estradiol (Lagace et al., 2007). The fusion protein is downstream of the *Nestin* promoter (Lagace et al., 2007). Application of the exogenous ligand 4-hydroxytamoxifen causes cytoplasmic localized CRE to dimerize and enter the nuclear compartment where it subsequently excises regions of DNA flanked by *loxP* sites. The *Nestin* promoter is active in NSCs and CRE-ER^T2^ will therefore remove a stop sequence that induces RFP expression and *Tsc2* recombination along the lateral ventricle (Figures 1B,C; Lagace et al., 2007). Genomic recombination subsequently causes recombination in NSC progenitors, neuroblasts along the RMS, and neurons within the OB (Figures 1B,C).

**Figure 1:**
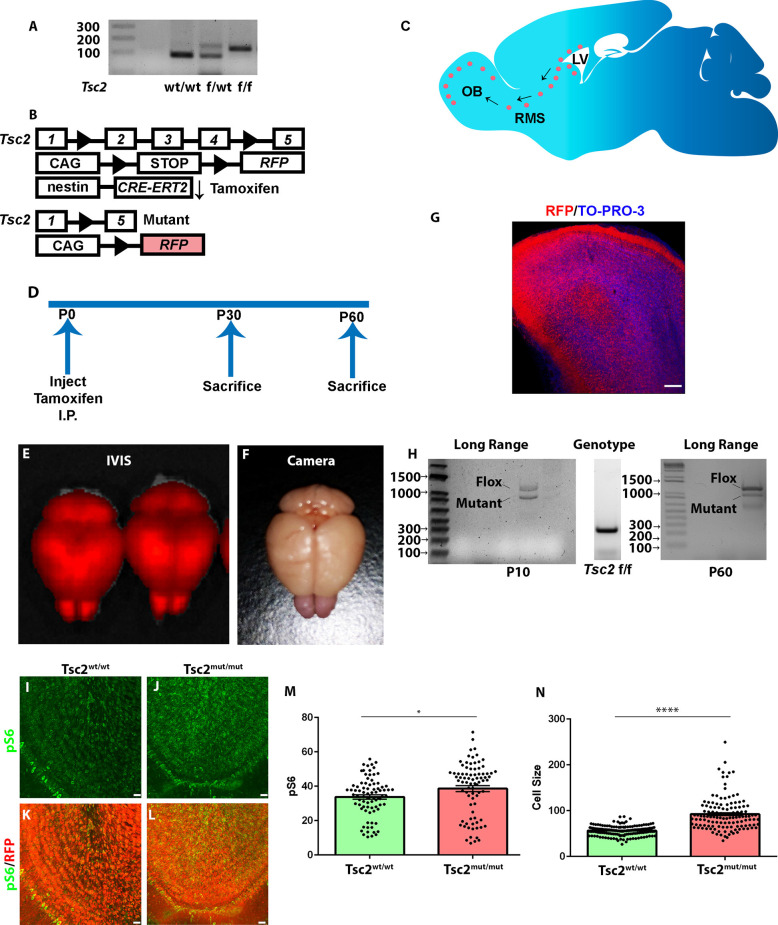
Modeling loss of Tsc2 in OB granule cells. **(A)** Genotyping PCR indicating TSC genotypes. **(B)** Genotypes of mice demonstrating that mouse NSCs express a tamoxifen inducible form of the CRE recombinase. Upon application of this exogenous ligand, CRE recombines regions flanked by loxP sites. This leads to Tsc2 mutation and induction of RFP. **(C)** Sagittal section of the mouse brain depicting the presence of NSCs around the lateral ventricle that produce neuroblasts that migrate into the RMS and enter the OB. **(D)** Time course for experimentation. **(E)** Whole brain fluorescent imaging. **(F)** Photograph showing pink OBs. **(G)** Confocal image of sagittal section of a P60 OB. **(H)** PCR demonstrating that the *Tsc2* gene undergoes recombination. **(I–L)** Confocal image of OBs demonstrating OB pS6 levels. **(M)** Quantification of OB pS6. **(N)** Quantification of cell size. ^*^p < 0.05, ^****^p < 0.0001; OB, olfactory bulb; RMS, rostral migratory stream; LV, lateral ventricle.

4-hydroxytamoxifen was injected at postnatal day (P)2–3 into *Tsc2*^f/f^ mice to evaluate the role of *Tsc2* in GC development. Mice were sacrificed at P10, P30, or P60, brains were removed, and subjected to IVIS imaging (Figure 1D). IVIS imaging confirmed robust recombination within the cerebellum, cortex, and OB (Figure 1E). RFP expression could be detected in whole brain photographs and appeared as a pinkish hue that was especially apparent within the OB (Figure 1F). OB RFP expression was confirmed by confocal microscopy (Figure 1G). Long-range PCR of *Tsc2*^f/f^ OBs confirmed the presence of the conditional allele (1,367 base pairs) that had undergone genomic recombination to form *Tsc2*^mutant (mut)^ (1,090 base pairs) alleles at P10 in the OB and this was further confirmed at P60 even though genotyping PCR confirmed the presence of only floxed *Tsc2* alleles in tail samples (Figure 1H). While the presence of a recombined allele further confirmed CRE functionality, the presence of non-recombined alleles could be caused by multiple explanations. One reason for the presence of non-recombined alleles is that mitral and tufted cells, astrocytes, or earlier born granule cells contain floxed alleles but are not targeted for recombination. Alternatively, incomplete activation of *Nestin*-CRE-ER^T2^ might fail to recombine alleles in granule cells. Another possibility is that loss of only one allele occurs within individual cells. We sought to perform immunohistochemical analysis that would approximate *Tsc2* activity to distinguish between these possibilities. Tuberin is the GTPase activating domain of a heterotrimeric complex that also contains hamartin encoded by *Tsc1* and TBC1D7 that inhibit the Rheb GTPase from activating the protein kinase mTOR. Thus, inactivating mutations in *TSC2* or *TSC1* activate mTOR. mTOR complex 1 (mTORC1) phosphorylation of the ribosomal S6 subunit was therefore examined. Tsc2^mut/mut^ GCs had a ~5% increase in pS6 at P10 (data not shown). *Tsc2* mutation increased phospho-S6 (240/244) levels by P30 according to automated analysis of individual z-sections (*Tsc2*^wt/wt^; mean = 33.74 ± 1.268 *n* = 81 images vs. *Tsc2*^mut/mut^; mean = 38.63 ± 1.720, *n* = 82 images; *p* = 0.0236; Figures 1I–M) and of Z-projected images as expected (*Tsc2*^wt/wt^; mean = 50.19 ± 2.780 *N* = 9 mice vs. *Tsc2*^mut/mut^; mean = 89.91 ± 8.360, *n* = 8 mice; *p* = 0.0003; data not shown). mTORC1 stimulates 5’ TOP mRNA translation leading to anabolic cell growth. As further confirmation of recombination, cell size was increased following loss of *Tsc2* (*Tsc2*^wt/wt^; mean = 56.47 ± 0.8288, *n* = 163 cells vs. *Tsc2*^mut/mut^; mean = 92.31 ± 3.146, *n* = 129 cells; *p* < 0.0001; Figure 1N). Taken together, loss of *Tsc2* activates the mTORC1 pathway in OB GCs.

### Electroporation models somatic Tsc2 mutation

Since tamoxifen-induced recombination robustly labeled GCs with RFP, overlap of the neuropil from adjacent GCs prevented morphological analysis of dendrites. Neonatal electroporation was employed by injecting CRE and/or fluorescent protein plasmids into the lateral ventricles of mice having conditional *Tsc2* alleles to circumvent this limitation (Figures 2A–D). Electroporated plasmid DNA is taken up by dividing NSCs and passed to NSC progeny. Therefore, GFP positive GCs have approximately similar birthdates during the first 7–10 days post-electroporation. Moreover, RFP is permanently expressed in recombined cells and all progeny including OB GCs irrespective of the presence of GFP. Finally, non-electroporated cells will not lose *Tsc2* thereby producing a mosaic pattern of mutation as is proposed to occur in TSC and highlighted distinct differences between *Tsc2*^wt/wt^, *Tsc2*^f/wt^, and *Tsc2*^f/f^ conditions (Figures 2E–G).

**Figure 2:**
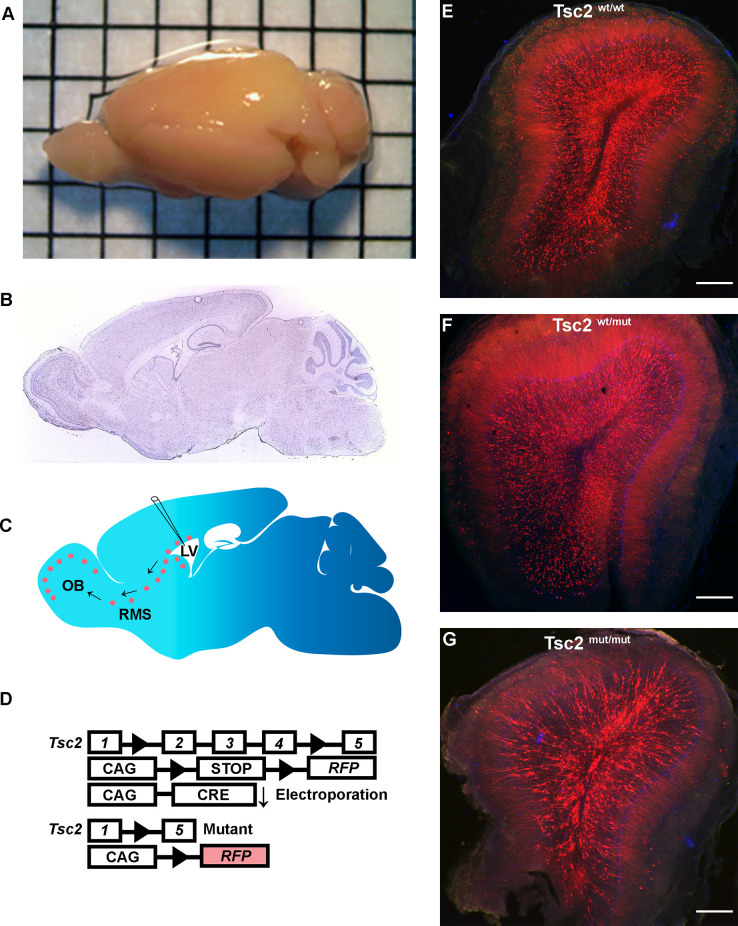
Electroporation models somatic Tsc2 mutation. **(A)** Image of mouse brain demonstrating an electroporated brain. **(B)** Sagittal section of mouse brain (Allen Brain Institute). **(C)** Schematic of electroporation demonstrating labeling of NSCs, neuroblasts, and GCs. **(D)** Schematic diagram of conditional Tsc2 alleles and inducible RFP before and after electroporation of CRE recombination. **(E–G)** 5x images of coronal sections of OBs.

### OB GC organization following loss of Tsc2

Chief among differences seen at low magnifications was the organization of *Tsc2*^mut/mut^ OBs in comparison to *Tsc2*^wt/wt^ and *Tsc2*^f/wt^ OBs. Higher magnification images of the granule cell layer were subsequently, taken (Figures 3A–C). Images were subjected to custom macros that generated Z projections of RFP positive recombined cells and created binary images (Figures 3D–F). The macros removed dendrites and outlined GC somatas (Figures 3G–I). Automated distribution analysis based on nearest neighbor calculations were determined. *Tsc2*^mut/mut^ theoretical cell distributions were greatly different from *Tsc2*^wt/wt^ and *Tsc2*^mut/wt^ conditions (*Tsc2*^wt/wt^, *N* = 4, mean = 6.009 ± 0.9435, vs. *Tsc2^wt^*^/mut^, *N* = 4, mean = 7.269 ± 1.187 vs. *Tsc2*^mut/mut^, *N* = 4, mean = 20.12 ± 1.326, *n* = 129 cells; *p* < 0.0001; Figure 3J). Taken together, the loss of both *Tsc2* copies led to changes in the organization of the OB, with an increased presence of ectopic clusters of cytomegalic neurons.

**Figure 3:**
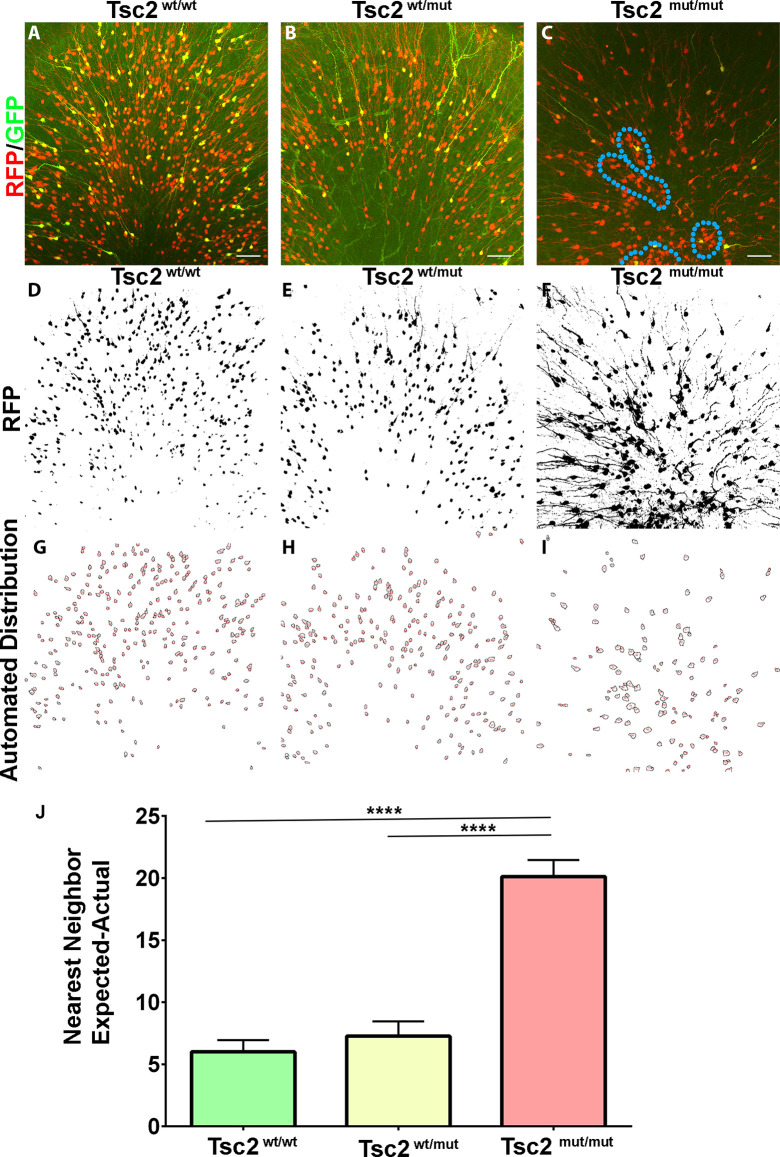
OB GC organization following loss of Tsc2. **(A–C)** 20× confocal images of coronal sections of OB GCs labeled with GFP (green) demonstrating recombination and expression of RFP (red), and pS6 staining (blue). **(D–F)** Z projections of RFP and automated thresholding. **(G–I)** Automated drawing of GC somas. **(J)** Quantification of GC organization based on expected nearest neighbor calculations in relation to actual calculations. Blue dotted line outlines clusters of ectopic cytomegalic neurons. ****p < 0.0001.

### Loss of Tsc2 in OB granule cells activates the mTOR pathway

mTOR activity was examined in OB GCs subjected to CRE and GFP electroporation. Although large mitral and tufted cells have high levels of pS6, P30 OB GCs had detectable pS6 that was prevalent within somas and the primary dendrites as highlighted by GFP as previously observed. pS6 levels were measured and compared to neighbor non-electroporated cells in the granule cell layer as an internal normalization for *Tsc2*^mut/mut^, *Tsc2*^wt/wt^, and *Tsc2*^wt/mut^ GCs. *Tsc2*^wt/wt^ and *Tsc2*^wt/mut^ GCs pS6 levels did not significantly differ from one another (Figure 4A). However, the mean of pS6 staining for *Tsc2*^mut/mut^ GCs increased by ~226% and 194% in comparison to *Tsc2*^wt/wt^ and *Tsc2*^wt/mut^ GCs, respectively (*Tsc2*^wt/wt^, *n* = 155 cells, *N* = 7 mice, Mean =0.8680 ± 0.01966, *Tsc2*^wt/mut^ *n* = 212, *N* = 8 mice, Mean = 1.013 ± 0.05985, *Tsc2*^mut/mut^ *n* = 301, *N* = 9 mice, Mean = 1.965 ± 0.07024; *P* < 0.0001, *P* < 0.0001; Figure 4A). Notably, *Tsc2*^mut/mut^ cell pS6 levels appeared elevated in *Tsc2*^mut/mut^ GCs and appeared larger than *Tsc2*^wt/wt^ and *Tsc2*^wt/mut^ (Figures 4B–I). The observation of hyperactive mTORC1 signaling in neurons is also consistent with the appearance of TSC neurological malformations, including in tubers. Taken together, loss of two alleles of *Tsc2* activates mTORC1.

**Figure 4:**
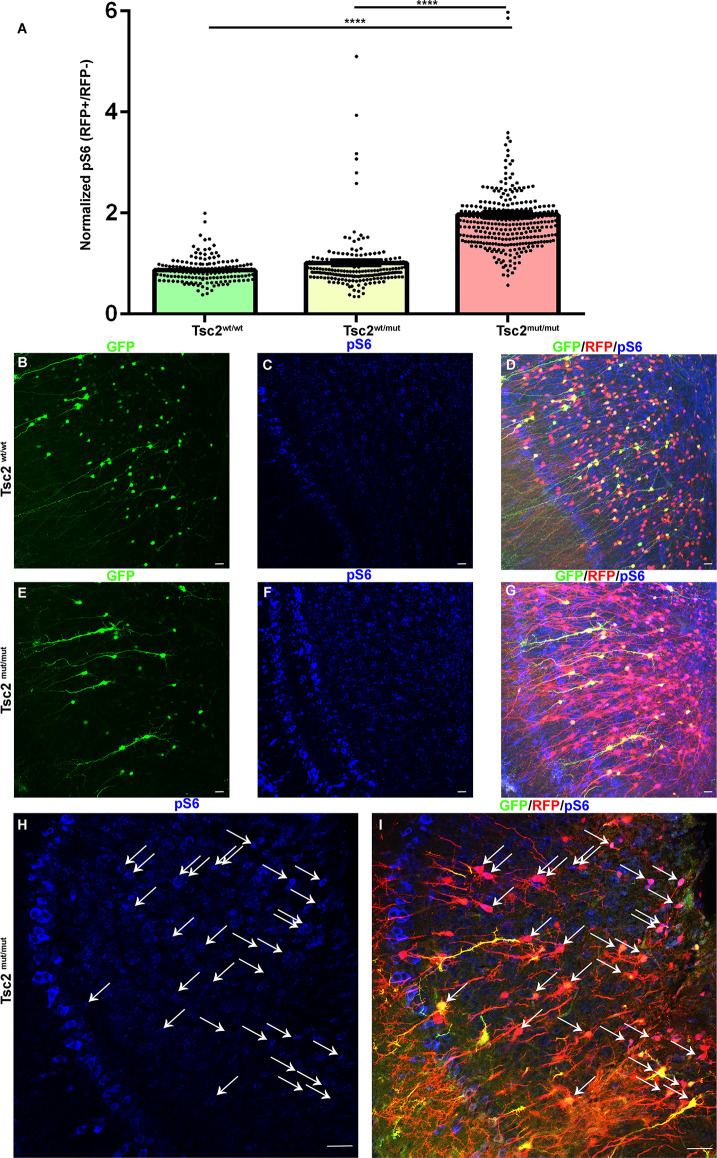
Loss of Tsc2 in OB granule cells activates the mTOR pathway. **(A)** Quantification of relative pS6 levels. **(B–I)** 20× confocal images of coronal sections of OB GCs labeled with GFP (green) demonstrating recombination and expression of RFP (red), and pS6 staining (blue). Arrows indicate Tsc2^mut/mut^ GCs with elevated pS6. ****p < 0.0001.

### Loss of Tsc2 causes GC cytomegaly

mTOR regulates anabolic growth. Loss of *Tsc2* is therefore predicted to increase cell size as we noted in previous images (Figure 4). Z projected images subjected to automated thresholding depicted gross morphological differences between *Tsc2*^mut/mut^, *Tsc2*^wt/wt^, and *Tsc2*^wt/mut^ GCs at P30 (Figure 5A) and P60 (Figure 5B). Notably, soma sizes appeared increased, the gauge of dendrites appeared thickened, and dendrite arbors appeared more prominently. Soma size analysis identified that *Tsc2^mut/mut^* cells were 27% and 30% larger than *Tsc2*^wt/wt^ GCs and *Tsc2*^wt/mut^ GCs, respectively (*Tsc2*^wt/wt^, *n* = 1,158 cells, *N* = 8 mice, Mean = 49.41 ± 0.3360, *Tsc2*^wt/mut^, *n* = 2,497, *N* = 10 mice, Mean = 48.51 ± 0.2921, *Tsc2*^mut/mut^, *n* = 1,426, *N* = 13 mice, Mean = 62.92 ± 0.5401; *P* < 0.0001, *P* < 0.0001; Figure 5C). *Tsc2*^wt/wt^ GCs did not significantly differ from *Tsc2*^wt/mut^ confirming that loss of two *Tsc2* alleles is necessary to alter soma size. Soma size at P60 was further examined to determine the extent that GCs continue to become enlarged. Somas of *Tsc2^mut/mut^* GCs were larger than *Tsc2*^wt/wt^ GCs and *Tsc2*^wt/mut^ GCs, respectively (*Tsc2*^wt/wt^, *n* = 1,100 cells, *N* = 4 mice, Mean = 50.04 ± 0.3389, *Tsc2*^wt/mut^ *n* = 1718, *N* = 7 mice, Mean = 42.13 ± 0.2234, *Tsc2*^mut/mut^ *n* = 1,229, *N* = 4 mice, Mean = 64.31 ± 0.7314; *P* < 0.0001; Figure 5D). Taken together, *Tsc2* is a determinant of soma size, the acquisition of which is predominantly determined during the first 30 days and maintained thereafter.

**Figure 5:**
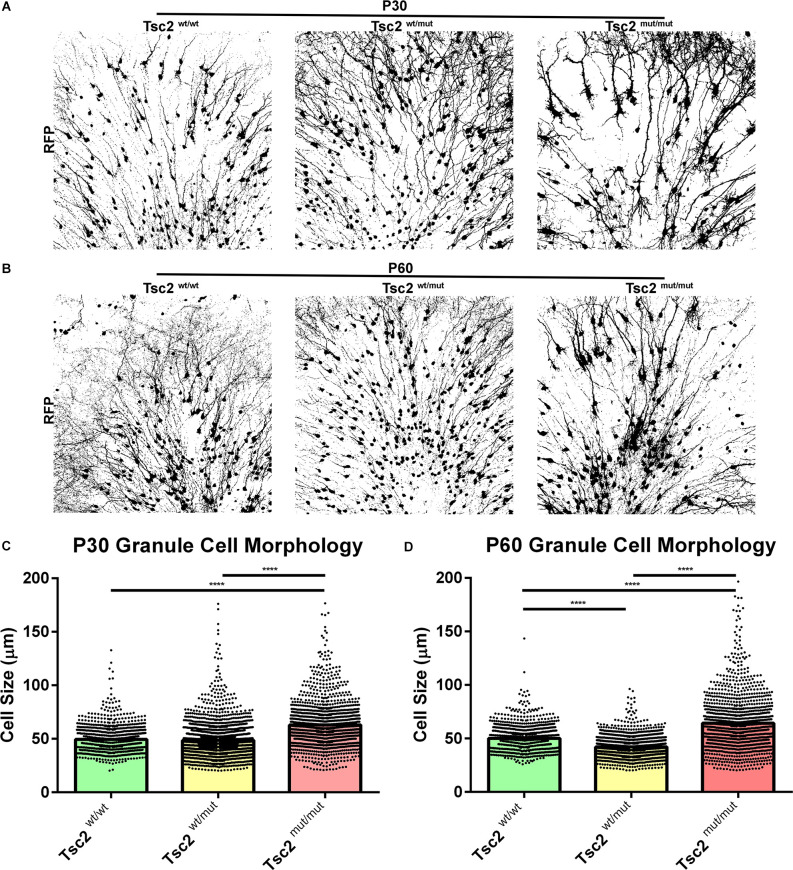
Loss of Tsc2 causes GC cytomegaly. **(A)** P30 OB GC Z projection converted to binary. **(B)** P60 OB GC Z projection converted to binary. **(C)** Quantification of cell size at P30. **(D)** Quantification of cell size at P60. ****p < 0.0001.

### Neuron dendrite morphology is altered by loss of Tsc2

Tsc2^mut/mut^ GCs were larger than control GCs and dendrite arbors were greatly impacted by loss of *Tsc2* (Figure 5). Dendrites were traced and sholl analysis was performed at P30 for *Tsc2*^wt/wt^, *Tsc2*^wt/mut^, and *Tsc2*^mut/mut^ GCs since OB GC dendrite arborization is dependent upon mTORC1 signaling (Figure 6A). *Tsc2*^mut/mut^ GC dendrite arbors were vastly different in comparison to *Tsc2*^wt/wt^ and *Tsc2*^wt/mut^ GCs. *Tsc2*^mut/mut^ GCs had more basal dendrites which sprouted from numerous regions of the soma, occasionally branched, and were longer. The changes in *Tsc2*^mut/mut^ GC basal dendrites led to a larger number of crossings in sholl analysis proximal to the soma (Figure 6B). Supraphysiological numbers of dendrites sprouted from apical dendrites of *Tsc2*^mut/mut^ GC projecting toward the external plexiform layer of the OB although they were similar in length. Overall, the increased number of basal dendrites and sprouting of apical dendrites was associated with a statistically significant increase in the number of dendrite crossings per neuron for *Tsc2*^mut/mut^ GCs compared to *Tsc2*^wt/wt^ and *Tsc2*^wt/mut^ GCs (*Tsc2*^wt/wt^, *n* = 33 cells, *N* = 7 mice, Mean = 28.33 ± 1.684, *Tsc2*^wt/mut^ *n* = 30, *N* = 7 mice, Mean = 29.77 ± 2.135, *Tsc2*^mut/mut^ *n* = 49, *N* = 11 mice, Mean = 52.94 ± 2.360; *P* < 0.0001, *P* < 0.0001; Figure 6C). An additional cohort of OB GCs were traced from P60 mice (Figure 6D). P60 Tsc2^mut/mut^ OB GCs were similar in that proximal basal dendrite complexity was elevated (Figure 6E). Primary apical dendrite sprouts appeared to be pruned, however, distal ramifications continued to lengthen in relation to *Tsc2*^wt/wt^ and *Tsc2*^wt/mut^ GCs. The total number of dendrite crossings per neuron increased at P60 in comparison to P30 for *Tsc2*^wt/wt^ GCs as expected (Figure 6F). Moreover, the total number of dendrite crossings per neuron significantly increased for *Tsc2*^mut/mut^ GCs compared to *Tsc2*^wt/wt^ and *Tsc2*^wt/mut^ GCs (*Tsc2*^wt/wt^, *n* = 17 cells, *N* = 4 mice, Mean = 34.71 ± 2.107, *Tsc2*^wt/mut^ *n* = 22, *N* = 7 mice, Mean = 33.68 ± 2.504, *Tsc2*^mut/mut^ *n* = 32, *N* = 9 mice, Mean = 78.38 ± 5.302; *P* < 0.0001, *P* < 0.0001). Taken together, developmental loss of *Tsc2* caused molecular, biochemical, and morphological changes in P60 GCs.

**Figure 6:**
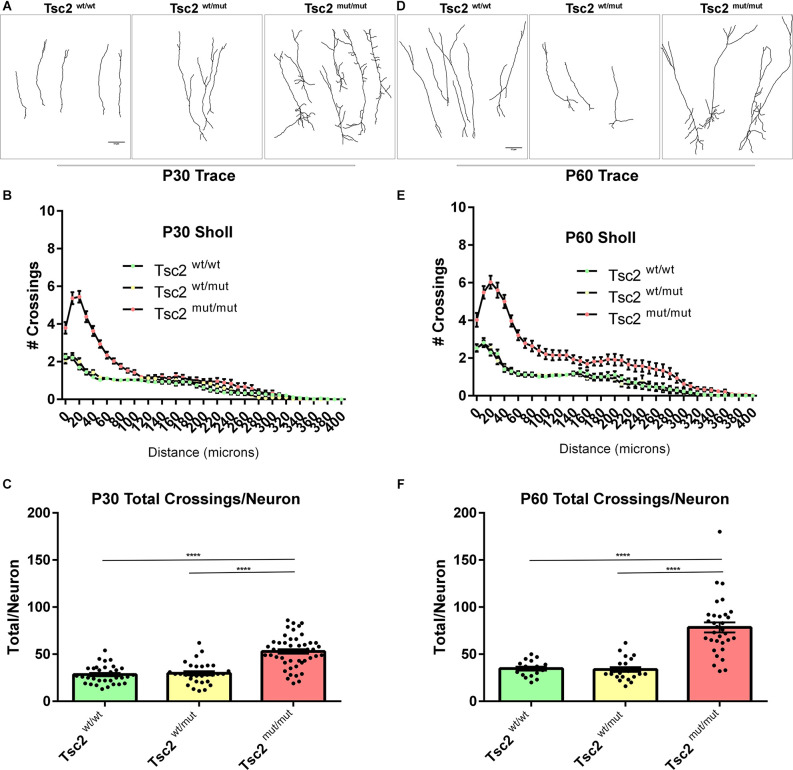
Neuron dendrite morphology is altered by loss of Tsc2. **(A)** P30 traces of OB GC dendrite arbors. **(B)** Quantification of the number of dendrite crossings of concentric circles drawn in relation to distance at P30, also known as sholl analysis. **(C)** Quantification of the total number of dendrite crossings per neuron at P30. **(D)** P60 traces of OB GC dendrite arbors. **(E)** Quantification of the number of dendrite crossings of concentric circles drawn in relation to distance at P60, also known as sholl analysis. **(F)** Quantification of the total number of dendrite crossings per neuron at P60. ****p < 0.0001.

### Loss of Tsc2 in mature GCs has modest effects on morphology

The previous results demonstrate that *Tsc2* is required for GC development. It has been demonstrated that loss of *Tsc1* in cortical neurons causes similar morphological changes which can be reversed by mTORC1 inhibition, but only during a specific window of time. Based on these results and that deletion of Tsc genes from neurons results in morphological phenotypes, it is tempting to speculate that morphological plasticity might not exist for mature neurons. To answer whether loss of *Tsc2* from mature GCs alters maturation, neonatal electroporation of GFP and CRE-ER^T2^ or Tomato was performed at P0 (Figure 7A). Plasmid DNA is diluted by dividing NSCs. *Tsc2* was then conditionally deleted at P30 in mature GCs (GFP positive) or NSCs (GFP negative) by applying tamoxifen (Figure 7B). Mice were sacrificed and brains analyzed at P60. This allows the simultaneous labeling of two GC populations in each brain. GFP/RFP double positive GCs from CRE-ER^T2^ electroporations represent GCs having lost *Tsc2* at P30. In comparison, GFP negative RFP positive GCs are later born GCs that developed from NSCs that lost *Tsc2* at P30. As a control, GFP/RFP double positive GCs from GFP and Tomato electroporations represent GCs retaining *Tsc2*. mTORC1 was not significantly different in Tsc2^mut/mut^ GCs in comparison to *Tsc2^wt/wt^* GCs (*Tsc2*^wt/wt^, *n* = 228 cells, *N* = 4 mice, Mean = 2.155 ± 0.09378, *Tsc2*^mut/mut^, *n* = 236 cells, *N* = 4 mice, Mean = 1.889 ± 0.0.1010, *P* = 0.0548; Figure 7C). However, *Tsc2^mut/mut^* GCs were slightly larger (5%) in comparison to *Tsc2^wt/^*^wt^ GCs (*Tsc2*^wt/wt^, *n* = 881 cells, *N* = 4 mice, Mean = 58.34 ± 0.6904, *Tsc2*^mut/mut^, *n* = 1,341 cells, *N* = 4 mice, Mean = 55.56 ± 0.5082, *P* = 0.0010; Figure 7D). However, *Tsc2^mut/mut^* GC basal dendrites were not hypertrophic or extensively arborized compared to *Tsc2^wt/wt^* GCs at this age (*Tsc2*^wt/wt^, *n* = 110 cells, *N* = 4 mice, Mean = 149.4 ± 10.97, *Tsc2*^mut/mut^, *n* = 110 cells, *N* = 4 mice, Mean = 168.8 ± 9.743, *P* = 0.1867; Figures 7E,F). RFP and GFP co-expression confirmed electroporation in control OB GCs (Figure 7G) and recombination in CRE-ER^T2^ electroporated cells (Figure 7H). Taken together, while *Tsc2* is required to maintain GC mTORC1 activity and is indispensable for maturation, *Tsc2* is largely dispensable for the maintenance of mature GC morphology.

**Figure 7:**
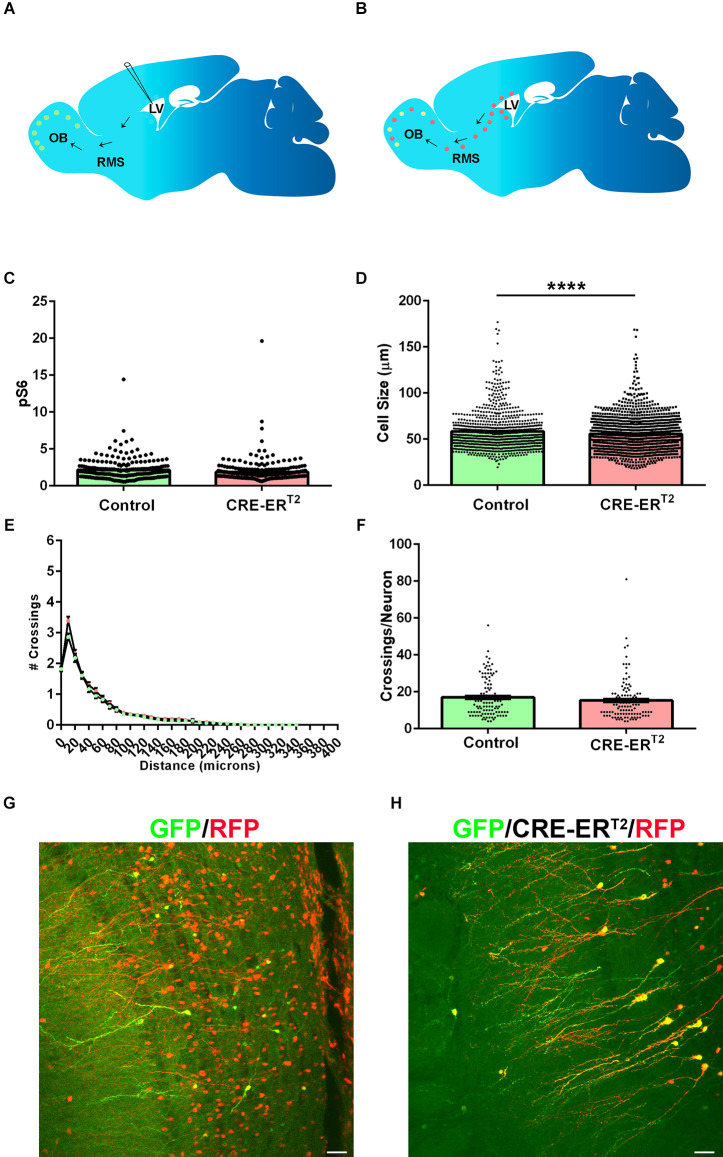
Loss of Tsc2 in mature GCs has modest effects on morphology. **(A)** Schematic diagram of neonatal electroporation and presence of GFP OB GCs prior to recombination at P30. **(B)** Schematic diagram of neonatal electroporation with the presence of GFP and RFP positive OB GCs at P60 after P30 tamoxifen induced recombination. **(C)** Quantification of pS6. **(D)** Quantification of cell size. **(E)** Sholl analysis. **(F)** Quantification of the number of dendrite crossings per GC. **(G)** RFP (red) and GFP (green) cells in OB GCs in control conditions. **(H)** RFP (red) and GFP (green) cells in OB GCs in CRE-ER^T2^ conditions confirm recombination. ****p < 0.0001.

### RNA sequencing reveals mechanistic insight into neural circuitry

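RNA from whole OBs was compared between 3 Tsc2 mutant mice and 3 control mice at P60, with both bulbs of a mouse in 1 library. The paper gives tamoxifen at P0 and calls the controls Tsc2 wt/wt. The sample labels instead place the injections on days 2 and 3 after birth and list the same Tsc2 genotype for both groups, with the controls not injected. Days 2 and 3 are also those the paper gives for tamoxifen in its Figure 1 mice. The paper's description of the sequenced mice is used here. If the labels are right, tamoxifen itself differed between the groups, and its effect cannot be told apart from loss of Tsc2. The authors trimmed the reads with Trimmomatic, mapped them to the GRCm38 mouse genome with STAR and counted unique exon hits per gene with the subread package. The deposited values are these counts, without normalization, for 49315 genes. The paper's text does not name the annotation release or whether counting used the strand, so the counts of overlapping genes, of pseudogenes and of members of gene families are uncertain.
The counts on genes summed to 46902753, 45975273 and 53242612 in Tsc2 mutants 1, 2 and 3, and to 47049195, 61359569 and 51663733 in controls 1, 2 and 3. The totals of the groups overlapped (two-sided exact permutation test, p = 0.5). The paper reports 402490214 reads over the 6 samples, whereas the values here rest on the 306193135 reads counted on genes. Taking 3 counts as the floor of detection, the smallest share a library could show ranged from 4.89e-06% to 6.53e-06%, which covers counting error only. Between libraries of the same group, Pearson's r of log2 CPM (counts scaled to the size of the library) across genes was 0.982 to 0.992, with genes not being independent replicates. The chi-square statistic per gene was 15.3 to 85.2 for these pairs of libraries, which leaves no pair that could be 1 library deposited a second time, since such a pair would differ by sampling noise alone.
The counts were scaled by edgeR's trimmed mean of M values (TMM). The 20046 genes that passed edgeR's filterByExpr were tested with its quasi-likelihood test, with Benjamini-Hochberg (BH) adjustment. The labels number the mice from 1 to 3 in both groups without saying that the numbers pair them. Across genes, the deviations of same-numbered mice from their group means had a mean correlation of -0.135, against 0.0683 for differently numbered mice. This gives no sign that the numbers pair the mice. Fits with the replicate number as a block are still given beside the fits without it. The block leaves fewer degrees of freedom, so a call lost with it is not shown to be unstable.
Tsc2, the deleted gene, was counted 5903, 5703 and 6215 times in mutants 1, 2 and 3 and 6298, 7541 and 6792 times in controls 1, 2 and 3. After scaling this was 124.0 ± 4.63 CPM (SD, n = 3 mice) in Tsc2 mutant OBs and 128 ± 5.04 CPM (SD, n = 3) in control OBs. The log2 fold change was -0.04 (standard error 0.08, adjusted p = 0.92 from edgeR's quasi-likelihood test with BH adjustment). With the replicate block it was -0.04 (adjusted p = 0.926 from the same test). The difference was smaller than the spread between mice, and the gene total did not separate the groups. The alternative that moved it most, leaving out control 1, gave -0.0077. Because the deleted exons hold 6.07% of the counted exon bases, the count of the whole gene does not measure the share of deleted alleles. The paper names cells not targeted for recombination as 1 possible reason for the non-recombined alleles it found.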

Transcriptome profiling was performed by sequencing RNA from OBs of* Nestin*-CRE-ER^T2^ mice that had been injected with tamoxifen at P0 and sacrificed at P60 to gain further mechanistic insight into the effect that losing *Tsc2* has on GCs. Volcano plots demonstrated groups of significantly differently expressed transcripts (Figure 8A). 

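In edgeR's quasi-likelihood test, 5 genes passed an adjusted p-value of 0.05, of which 1 was higher and 4 were lower in Tsc2 mutant OBs. For each of the 5, the 3 mutant values all lay on one side of the 3 control values, which was also true of 2450 tested genes (12.2%, where chance gives 10%). The exact permutation test of each gives a two-sided p of 0.1, the smallest that 3 mice against 3 allow. Rpl34-ps1, a processed pseudogene on chromosome 6 from 71124610 to 71124963, had 0.134 ± 0.0727 CPM (SD, n = 3) in mutant and 10.1 ± 1.19 CPM (SD, n = 3) in control OBs. Its log2 fold change was -6.22 (standard error 0.28, adjusted p = 0.000313 from edgeR with BH adjustment). Gm7887, a processed pseudogene on chromosome 6 from 48524554 to 48525090 that overlaps Zfp862-ps on the opposite strand, was the 1 higher gene, with 3.22 ± 0.219 CPM against 0.500 ± 0.159 CPM (SD, n = 3 each). Its log2 fold change was 2.67 (standard error 0.25, adjusted p = 0.0254 from edgeR with BH adjustment). Reads of a processed pseudogene can be split with its parent gene by the counting, so both values are uncertain.
The other 3 genes lie on chromosome 4. Gm12666, from 92190744 to 92191749, was counted 0, 1 and 0 times in mutants 1, 2 and 3 against 48, 88 and 67 times in controls 1, 2 and 3, at least 18.9-fold lower (adjusted p = 0.0155 from edgeR with BH adjustment). Gm16503, from 147540218 to 147543500, was counted 2, 0 and 3 times against 78, 110 and 65 times, at least 23.7-fold lower (adjusted p = 0.0254 from edgeR with BH adjustment). Zfp984, from 147753974 to 147809788, belongs to a family of zinc finger genes and overlaps Gm20707 on the same strand. It had 0.698 ± 0.0763 CPM against 2.62 ± 0.302 CPM (SD, n = 3 each), a log2 fold change of -1.91 (standard error 0.20, adjusted p = 0.0399 from edgeR with BH adjustment).
With each mouse left out in turn, Rpl34-ps1 passed in 6 of the 6 fits, Gm16503 in 3, Gm7887 and Gm12666 in 2 each, and Zfp984 in 1. With the replicate block none of the 5 passed, with an adjusted p of 0.101 for Rpl34-ps1 and 0.841 for the others in the same test, while the direction of each was unchanged. Among genes with an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, 70 were higher and 221 were lower in mutant OBs.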

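The 30 genes shown by identifier in Fig. 8B were all among the tested genes, 10 of them higher and 20 lower in Tsc2 mutant OBs. The mutant and control values did not overlap for any of the 30, where chance gives 10% of genes, and the list was drawn from these same libraries. With adjustment over all tested genes, 5 of the 30 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. With adjustment over the list alone 30 passed, which shows no stability because the list is the paper's own selection from these data. DESeq2's Wald test passed 30 of them over all genes, and edgeR's fit with the replicate block passed 0 (30 at an unadjusted p under 0.05). By annotation, 14 of the 30 are protein-coding, 9 are single-exon gene models awaiting experimental evidence (TEC), 3 are processed pseudogenes and 4 are of other classes.
Among the higher genes, Robo3 (chromosome 9, 37415669 to 37433246) had 9.33 ± 0.169 CPM in mutant and 3.56 ± 0.642 CPM in control OBs (SD, n = 3 each), a log2 fold change of 1.39 (standard error 0.15, adjusted p = 0.0501 from edgeR with BH adjustment). Tnnc1 (chromosome 14, 31208312 to 31211729) had 3.23 ± 1.26 CPM against 0.650 ± 0.304 CPM (SD, n = 3 each), a log2 fold change of 2.29 (standard error 0.40, adjusted p = 0.293 from edgeR with BH adjustment). Xist, which overlaps Tsix on the opposite strand of the X chromosome from 103460375 to 103483217, was not uniform within the control group. It had 1964 CPM in control 1, 1371 CPM in control 2 and 3.61 CPM in control 3, against 0.327, 0.609 and 0.365 CPM in mutants 1, 2 and 3. Ddx3y on the Y chromosome (1260771 to 1286629), which is not in the heat map, had 0.339, 0.722 and 82.1 CPM in controls 1, 2 and 3 and 87.5, 84.6 and 76.8 CPM in mutants 1, 2 and 3.

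**Figure D2:**
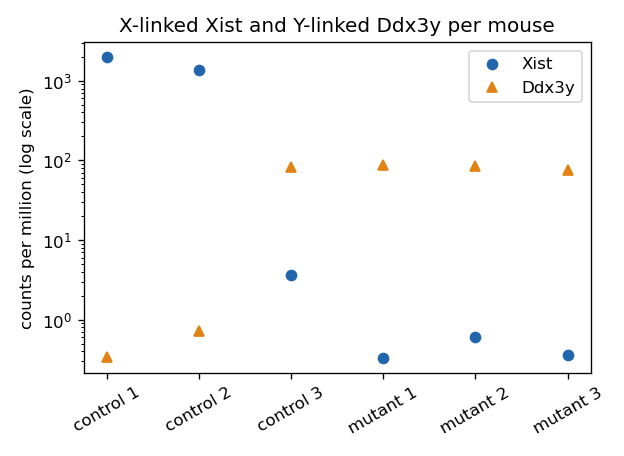
Xist (circles) and Ddx3y (triangles) in each mouse on the horizontal axis, in CPM on a log scale, 1 library per mouse and so without error bars. Controls 1 and 2 are high in Xist and low in Ddx3y, and the other 4 mice show the opposite.

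Chromosome 4 holds 7 of the 30 genes, more than any other chromosome. Of these, Zfp991, Zfp982, Gm16503, Zfp979 and Zfp984 lie between 147132038 and 147809788 and were all lower in mutant OBs. The Zfp genes are members of a family whose similar sequences can share reads. Zfp982, counted 0, 3 and 3 times in mutants 1, 2 and 3, was at least 13.6-fold lower.

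**Figure D3:**
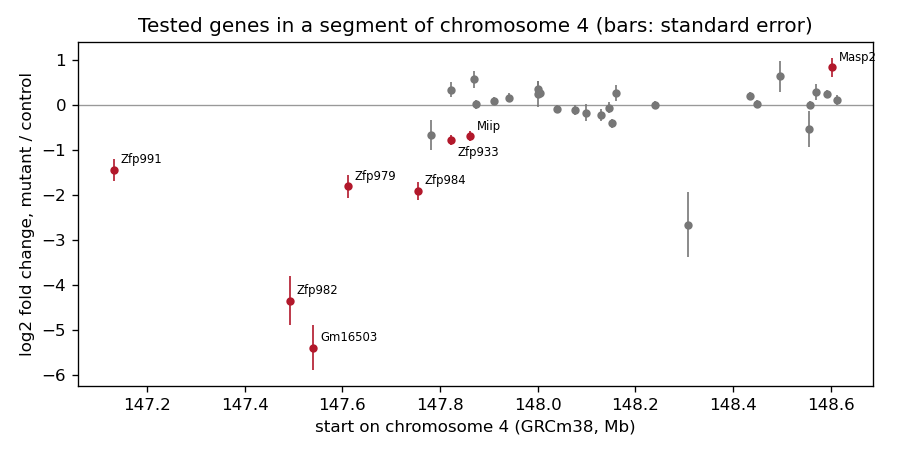
Log2 fold change (mutant over control, from edgeR, bars: standard error) of the 33 tested genes of chromosome 4 from 147132038 to 148615499, by start position in Mb (GRCm38). The 8 genes drawn in red and named had an adjusted p under 0.05 in DESeq2, and 7 of them were lower in mutant OBs.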

Significantly upregulated and downregulated transcripts following loss of *Tsc2* were visualized with heat maps (Figure 8B). Principal component analysis and bi-clustering of the top significantly regulated transcripts further revealed sample clustering. 

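Principal components were computed from DESeq2's variance-stabilized values of the 500 most variable genes. PC1 held 52.7% of the variance and PC2 29.0%. On PC1 the groups overlapped, with scores of 4.46, -1.35 and 14.9 for mutants 1, 2 and 3 and -7.75, 8.25 and -18.5 for controls 1, 2 and 3 (two-sided exact permutation test, p = 0.3). On PC2 the mutants scored 7.25, 5.34 and 5.25 (mutants 1, 2 and 3), control 3 scored 4.92 beside them, and controls 1 and 2 scored -11.0 and -11.8 (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Without the X, Y and mitochondrial genes, PC1 held 65.9% and PC2 13.3%, and neither separated the groups (two-sided exact permutation tests, p = 0.3 and p = 0.2). Over the 5 genes with an adjusted p under 0.05, PC1 held 98.8% of the variance, a value fixed in part by choosing genes for their group difference.
Hierarchical clustering (complete linkage, Euclidean distance) was cut into 2 clusters. On the 500 genes it placed control 3 alone and the other 5 libraries together. On the 30 heat map genes it placed controls 1 and 2 together and control 3 with the mutants. On the heat map genes outside the X and Y chromosomes it placed the 3 mutants in one cluster and the 3 controls in the other, although these genes were selected for their group difference.

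**Figure D4:**
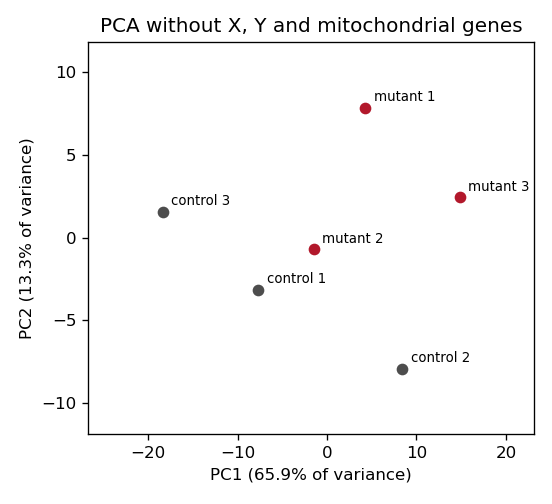
PC1 (65.9% of the variance) and PC2 (13.3%) of the 6 libraries without the X, Y and mitochondrial genes, in units of variance-stabilized log2 counts, with 1 point per mouse. Red points are mutants and grey points are controls; the groups overlap along both axes.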

In all, 1,208 transcripts were differentially expressed (*p* < 0.05) or 99 with a p adjusted value less than 0.05 (Figure 8C). 

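At an unadjusted p under 0.05, edgeR's quasi-likelihood test gave 1298 genes, 506 higher and 792 lower in Tsc2 mutant OBs, and 5 genes remained at an adjusted p under 0.05. DESeq2, the tool the paper names, gave in its Wald test 1305 genes at an unadjusted p under 0.05 and 97 at an adjusted p under 0.05, 38 higher and 59 lower. The 5 genes from edgeR were all among the 97. The alternative that moved the count of edgeR most, its likelihood ratio test, gave 108 genes and was chosen after seeing the data. Without the filter on low counts the quasi-likelihood test gave 77 genes. With at least 10 counts required in every sample it gave 0 (1141 at an unadjusted p under 0.05). That requirement removed Rpl34-ps1, Gm12666 and Gm16503 because of their low counts in mutants, so it did not test them. Gm7887 and Zfp984 were tested and had an adjusted p of 0.0795 each (edgeR, BH).
With the replicate number as a block, edgeR gave 0 genes at an adjusted p under 0.05 and 901 at an unadjusted p under 0.05. DESeq2 gave 45 genes with the block. With each mouse left out in turn, the number of genes at an adjusted p under 0.05 ranged from 1 to 15 in edgeR and from 35 to 359 in DESeq2. Of the 95 DESeq2 calls among the genes edgeR tested, 28 were called in every one of these fits and 40 were called with the block.

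**Figure D5:**
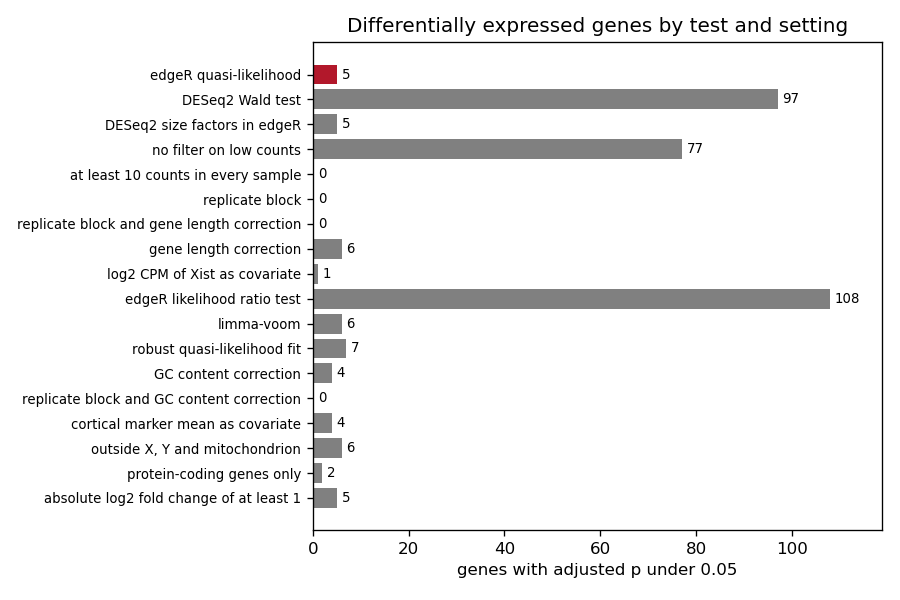
Number of genes with an adjusted p under 0.05 (horizontal axis, starting at 0) under each test or setting, with 3 mutants against 3 controls in each. The red bar is edgeR's quasi-likelihood test, and the settings run from 0 genes to 108 genes; counts have no error bars.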

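At an adjusted p under 0.01, edgeR's quasi-likelihood test gave 1 gene, Rpl34-ps1, and DESeq2's Wald test gave 51 genes. With the replicate block edgeR gave 0. By annotation, the 51 DESeq2 genes hold 24 protein-coding genes, 17 TEC gene models, 5 processed pseudogenes and 5 of other classes. The TEC models are single-exon predictions for 97.6% of the 974 tested, and 69.1% of the 974 lie inside the span of a protein-coding gene, so that reads from that gene's introns can be counted on them. The ontology and interaction databases were not used here.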

Network analysis of 51 genes that were significantly differentially expressed (p adjusted < 0.01) indicated that the gene ontology terms calcium signaling and neuron survival were significantly enriched (*p* < 0.05; Figure 8D). This same set of transcripts was used to search synaptic gene ontologies (SynGO; Figure 8E) which demonstrated potential changes in synapse organization, metabolism, transport, synaptic signaling, and processes in presynaptic and postsynaptic structure. This same set of transcripts was used in network analysis to identify nodes and node interactions that might provide insight into how OB GCs are altered (Figure 8E). 

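Homer1 encodes a scaffold protein of the postsynaptic density and lies on the plus strand of chromosome 13 from 93303757 to 93404129 (GRCm38). It was counted 12505, 10909 and 12037 times in Tsc2 mutants 1, 2 and 3 and 5424, 9181 and 4214 times in controls 1, 2 and 3. After scaling this was 272.7, 237.1 and 231.4 CPM in the mutants (247.0 ± 22.4, SD, n = 3) and 114.8, 150.6 and 78.1 CPM in the controls (114.5 ± 36.3, SD, n = 3). The log2 fold change was 1.11 (standard error 0.21, adjusted p = 0.372 from edgeR's quasi-likelihood test with BH adjustment), with an unadjusted p of 0.000742 in the same edgeR test. DESeq2's Wald test gave the same log2 fold change with an adjusted p of 6.58e-05 (BH). The adjusted p in DESeq2 stayed between 4.5e-11 and 0.0329 with each mouse left out in turn and was 3.75e-05 with the replicate block. Over all fits of both tools the adjusted p ranged from 4.5e-11 to 0.963. In edgeR, the log2 fold change ranged from 0.89 to 1.36 with each mouse left out, and with the replicate block it was 1.16 (adjusted p = 0.89 with BH adjustment). Every mutant value was above every control value, by more than the spread within either group (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). Over all 6 libraries, Homer1 had the mean CPM of rank 1116 among the 20046 tested genes and of rank 2 among the 30 heat map genes, after Xist.

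**Figure D6:**
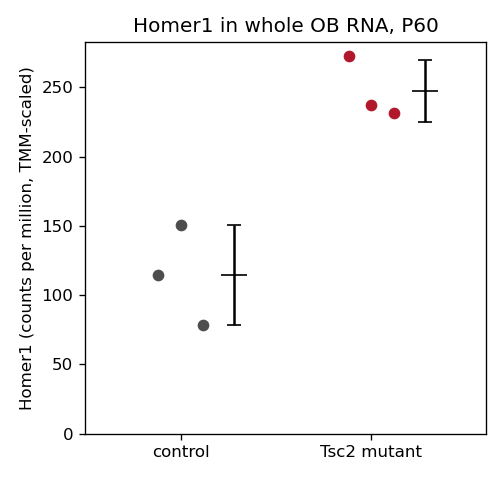
Homer1 in whole OB RNA at P60, in TMM-scaled CPM (vertical axis from 0), with 1 point per mouse for controls and Tsc2 mutants. The line and bars beside the points are the mean and SD (n = 3); the mutants lie between 231.4 and 272.7 CPM and the controls between 78.1 and 150.6 CPM.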

At the core of this network was the mGluR coupling protein Homer1 which was also among the most highly expressed and significantly increased transcripts (Figures 8B,E). mGluR mediated long-term depression is altered in several TSC models (Auerbach et al., 2011). Homer1a is an immediate early gene splice form, the expression of which regulates neuron morphology and activity. Indeed, the Homer1a splice form was the topmost significantly enriched differentially spliced gene following loss of *Tsc2* (Figure 8F). 

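The counts give 1 value per gene, so they pool the Homer1 splice forms, and the exon-level test of the paper was not repeated here. In the GENCODE annotation of GRCm38, Homer1 has 12 transcripts, 11 of them protein-coding. Of the 11, 3 end by position 93367134 on chromosome 13, upstream of the last exons of the gene. Homer1-204 extends its exon 5 into the following intron, over a segment of 4383 bp from 93356080 to 93360462 found only in early-ending transcripts. Homer1-205 instead adds an exon from 93366243 to 93367134 (892 bp), and Homer1-206 an exon from 93366278 to the same end (857 bp). Of the 10502 exon bases over which reads were counted for Homer1, 5269 (50.2%) lie only in early-ending transcripts, 3510 lie only in the other transcripts and 1723 are shared. A rise in either kind of transcript therefore raises the gene count, and the values of Homer1 do not say which kind rose. Having named the increase of Homer1 and its place in the network, the paper states that the Homer1a splice form ranked first among the differentially spliced genes in its exon-level test (Fig. 8F).

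**Figure D7:**
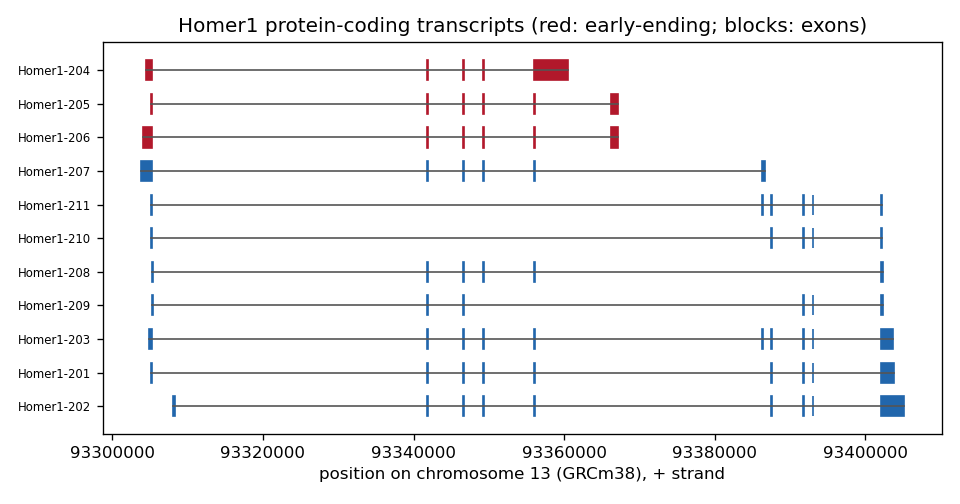
Map of the 11 protein-coding transcripts of Homer1 by position on chromosome 13 (GRCm38, in bases, plus strand), where blocks are exons and lines are introns. The 3 early-ending transcripts, in red, stop at 93360462 or 93367134, and the others, in blue, continue downstream.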

C-Fos is an immediate early gene increased by neuronal activity (Sheng and Greenberg, 1990; Guthrie et al., 1993). Indeed, C-Fos staining was increased in OB GCs following loss of *Tsc2* (Figure 8G). Taken together, loss of *Tsc2* alters OB GC mTORC1 activity, soma size, dendrite arborization, and neural circuitry.

**Figure 8:**
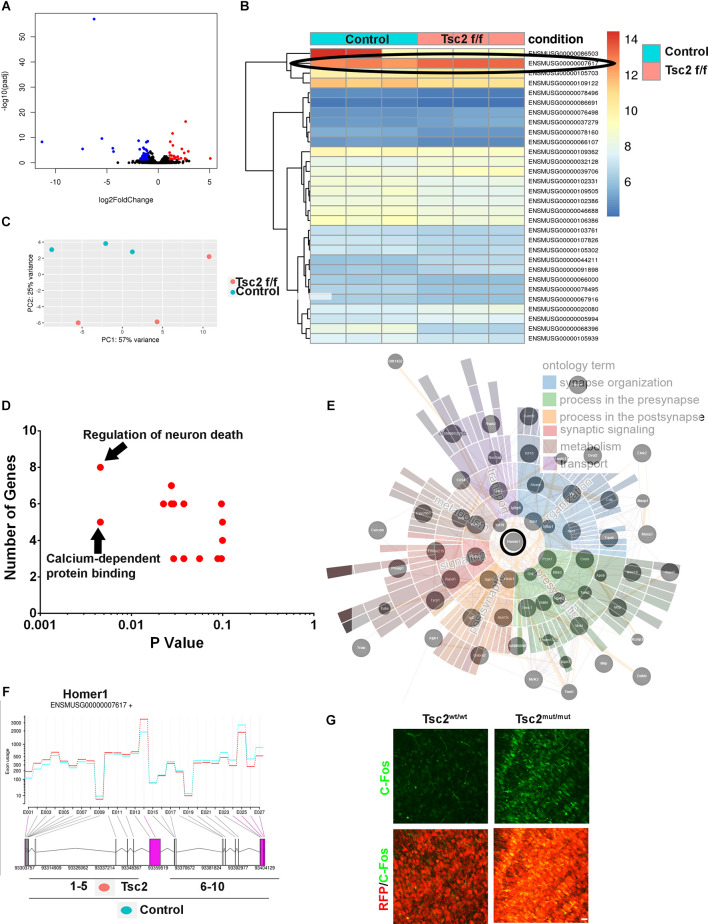
RNA sequencing reveals mechanistic insight into neural circuitry. **(A)** Volcano plot of RNA-seq of Tsc2^wt/wt^ and Tsc2^f/f^ OBs. **(B)** Heat map of RNA-seq data from Tsc2^wt/wt^ and Tsc2^f/f^. **(C)** PCA analysis of Tsc2^wt/wt^ and Tsc2^f/f^ OB RNA-seq data with (ENSMUSG000000007617=Homer1) circled. **(D)** GO terms listed based on P-values and the total number of transcripts represented in terms are differentially represented. **(E)** Network analysis of differentially expressed transcripts with Homer1 circled and SynGo terms overlapping network nodes. **(F)** Differential exon use mapping indicating Homer1a RNA transcripts is increased following Tsc2 deletion compared to controls. **(G)** C-Fos staining in Tsc2^wt/wt^ or Tsc2^f/f^ OB GC layer.

## Discussion

Here we demonstrate that *Tsc2* mutation disrupts the acquisition of GC characteristics. The results demonstrate that global and focal *Tsc2* deletion generates cytomegalic neurons with supraphysiological mTORC1 signaling that recapitulates key hallmarks of neurological lesions in TSC. Two genetic approaches were taken to achieve *Tsc2* deletion. The first approach relied on global *Tsc2* deletion from Nestin expressing cells by using the *Nestin*-CRE-ER^T2^ mouse which results in deletion from SVZ NSCs and daughter cells including neuroblasts (Lagace et al., 2007). Recombination was validated by widespread RFP expression and PCR for *Tsc2* recombined alleles in OBs. Recombination was further confirmed by the fact that mTORC1 activity was increased.

A complementary approach to delete *Tsc2* was taken to assess morphological changes. CRE electroporation into the neonatal SVZ was performed to achieve this goal. This technique has the benefit of mimicking somatic mosaicism seen with biallelic inactivation in TSC patients. RFP expression was detected ipsilateral to CRE and GFP expression indicative of recombination. OB images demonstrated that removal of *Tsc2* was associated with a disorganized distribution within the GC layer. Clusters of ectopically positioned cytomegalic GCs comprised most of these formations. Occasional dysmorphic neurons or cells with a tapered soma having an enlarged apical process proximal to the soma and an enlarged process projecting basally toward the RMS were identified. The release of reelin from Rheb over-expressing or *Tsc2*-null neurons and a reduced migration rate of neuroblasts are possible mechanisms responsible for the disorganization (Feliciano et al., 2012; Moon et al., 2015). The abnormal distribution of GCs is also reminiscent of the mislamination seen in cortical tubers (Mühlebner et al., 2016). However, mislamination is not required for seizures and network hyperexcitability induced in models of focal cortical dysplasia (Hsieh et al., 2016).

The appearance of cytomegalic neurons caused by mTOR activation has been unanimously reported for neurons including OB GCs. Indeed, mTORC1 hyperactivity was confirmed in *Tsc2* null OB GCs. Given that somatic mosaicism induced by electroporation, elevated pS6 was apparent in comparison to non-electroporated GCs, only following loss of both *Tsc2* alleles. In contrast, loss of one allele did not robustly or statistically significantly increase mTORC1. However, mTORC1 was detectable in GCs in control conditions and occasional *Tsc2* heterozygous cells had robust mTORC1 activity. It is unclear whether such cells in *Tsc2^f/wt^* mice might represent cells that have undergone loss of heterozygosity which is proposed to be sufficient for the formation of TSC lesions.

In support of mTORC1 activity being increased by loss of both TSC copies, *Tsc2^mut/mut^* GCs were on average larger than control cells at P30 and at P60. Although P60 *Tsc2^mut/mut^* GCs did not continue to grow between these ages, there were far more outliers at P60. This may represent two plausible scenarios. The first is that cell growth is permissible until P30, that there are growth promoting factors or an environment, be it nutrient related or biophysically malleable that is conducive to these events. *Tsc2* may therefore serve to control growth until P30. However, between P30 and P60, growth promoting cues might turn off. This would lead to no further function effect of loss of *Tsc2*. Alternatively, there may be additional constraints to growth such as the buildup of metabolites or depletion of ATP stores or nutrients. Indeed, metabolic rewiring is a feature of TSC mutant cells and metabolic stress due to mTORC1 regulation of autophagy is a key event in the loss of TSC neurons including in the OB. The fact that the average size of GCs did not increase in heterozygous cells further supports that loss of heterozygosity is necessary for manifestation of increases in soma size. However, there are statistical limitations to our analyses and to identifying the physiological significance of loss of one copy of *Tsc2*.

Neuroblasts take ~1 week to migrate from the SVZ through the RMS and empty into the OB (Petreanu and Alvarez-Buylla, 2002; Carleton et al., 2003). There, neuroblasts initiate radial migration into the GC layer. GCs begin to generate basal dendrites that form synapses with centrifugal fibers 10 days after being produced and receive GABAergic innervation within ~2 weeks (Belluzzi et al., 2003; Carleton et al., 2003). GC apical dendrites take ~2 weeks to project into the EPL but maturation of reciprocal synapses begins at ~3 weeks and receive glutamatergic innervation critical for activity dependent survival at ~4 weeks (Petreanu and Alvarez-Buylla, 2002; Belluzzi et al., 2003; Carleton et al., 2003).

Abnormal axon and dendrite morphology was reported in neurological disorders including in TSC. GCs are unique in that they are axonless yet release GABA from dendrites in the external plexiform layer of the OB. Extensive experimentation demonstrated that hyperactivation of mTOR increases OB GC dendrite growth and loss of mTOR pathway activity reduces dendrites. In support of the trophic effect of mTOR, loss of *Tsc2* increased the arborization, caliber, and number of dendrites. The increase in dendrite arborization occurred by P30 and continued to P60. Moreover, biallelic inactivation of *Tsc2* was required for the acquisition of hypertrophic dendrite arbors whereas no statistical difference was seen in *Tsc2* heterozygous cells. The study reported here cannot eliminate the possibility that *Tsc2* heterozygous GCs may have differences that are below the limit of detection of our instrumentation, that occur at a different time, or that are detected by increasing the number of specimens for statistical purposes. Nevertheless, experiments reported here, indicate that loss of heterozygosity is a critical determinant of dendrite morphology.

Neuron morphology was further assessed following removal of Tsc2 from mature GCs. Loss of *Tsc2* from mature GCs did not increase mTOR activity when compared to mature wild-type neurons. It is plausible that mTOR activation caused by loss of *Tsc2* in mature GCs may follow different temporal dynamics compared to GCs born without *Tsc2*. Thus, it is plausible that activation of mTOR from mature GCs occurred at earlier time points than would be expected or that hyperexcitability in the OB caused by deletion from NSCs might partially mask increases in mTOR activity. As a complementary readout of mTOR activity, soma size was measured. Mature GCs that lost *Tsc2* were modestly larger. This effect was minor in comparison to the increases in GC size seen following P0 *Tsc2* deletion. Incidentally, P30 and P60 wild-type GCs were of similar size to one another. These results indicate that growth of the soma largely takes place during a specific developmental period. It is unclear whether this period is caused by cell autonomous or environmental factors. However, it should be noted that soma growth of cortical neurons is similar in timing and that loss of *Tsc1* leads to changes in parvalbumin CINs and behavioral changes that occur during this same developmental window (Sokolov et al., 2018; Amegandjin et al., 2021). Taken together, our data point toward a critical developmental window for which *Tsc2* is required. The developmental window need not be thought about in relation to age, but rather in relation to the cellular state. While mTOR can be pushed by supraphysiological Rheb activity, this activity is carefully regulated by physiological signals and that *Tsc1/Tsc2* function as brakes. Thus, past a certain point of development, if signals to turn mTOR on are absent, loss of *Tsc1/Tsc2* may not have particularly dire consequences. Likewise, rapamycin during certain periods may be more effective at treating TSC phenotypes (Anderl et al., 2011; D’Gama et al., 2015; Cox et al., 2018). Recent reports also corroborate that loss of *Tsc1* has time developmental window specific effects on behavior in both glutamatergic and GABAergic neurons and in OB GCs (Amegandjin et al., 2021). In contrast, gain of mTOR activity in properly positioned mature neurons is sufficient to induce cortical hyperactivity, although abnormal placement of neurons is a key feature of TSC and focal cortical dysplasia (Hsieh et al., 2016). This has been rigorously tested by deleting *Tsc1* in 12–20 week old neurons using tamoxifen inducible Camk2-CRE-ER^T2^ × conditional *Tsc1* mice (Koene et al., 2019). Likewise, *in utero* electroporation of inducible mutant Rheb into NSCs followed by a dilution period allows for induction of Rheb expression in neuroblasts and neurons. Indeed, Rheb expression at P6 activates mTORC1 and induces seizures in these mice (Hsieh et al., 2016). Nevertheless, further experiments are required to more narrowly define the precise developmental windows that *Tsc2* genes are required for different cell types.

In addition to the major observation that loss of heterozygosity was necessary to identify detectable changes in this study, it should be noted that somatic mutations produced profound phenotypes that were dependent on the timing of induction. Thus, loss of TSC genes at different time periods could lead to variable outcomes. Incidentally, the modest changes that we identified in transgenic mice were overshadowed by the changes following electroporation. Given that there appear to be environmental cues required to activate or inactivate mTOR at different periods, we propose that graded loss of TSC genes during development could have unpredictable effects. For example, loss of *Tsc2* from most GCs might deplete the environment of factors or increase factors in the environment that limit phenotype. In the case of somatic mutations of the mTOR pathway, fewer cells affected could result in a more severe phenotype.

The OB is highly enriched in GCs. Therefore, a benefit of neonatal and global targeting of GCs is that transcriptomics studies are feasible. Previous studies performed on *Tsc1* knockout OB GCs identified that increases in FLNA are a key hallmark of TSC and underlie epileptogenesis (Zhang et al., 2014, 2020). Likewise, Hif-1a activity was demonstrated to be increased in *Tsc1* knockout OB GCs and is required for GC dendrite morphology and survival (Feliciano et al., 2012; Zhang et al., 2016). In the current study, RNA-sequencing unbiasedly identified numerous differentially expressed transcripts involved in processes including neuron survival and calcium signaling. Among the most notable increases was that of the activity dependent expression of Homer1. Homer1 is a ~100 kb gene that is subject to differential splicing (Bottai et al., 2002). While the Homer1b/c isoforms are constitutively expressed, Homer1a splicing is activity dependent and Homer1 is an immediate early gene (Bottai et al., 2002). Homer1 isoforms are localized to excitatory postsynaptic densities and linked to group 1 metabotropic glutamate receptors (Brakeman et al., 1997). Homer1a however is unique in that binding to mGluR causes a conformation change and constitutive mGluR activation even in the absence of a ligand (Tu et al., 1998; Xiao et al., 1998). Homer1a expression can modulate both neuronal activity and dendrite spine morphogenesis (Sala et al., 2003). Homer1a also regulates synaptic scaling analogous to LTD to decrease AMPA receptor activity (Hu et al., 2010). C-Fos also increased. Therefore, it appears that neural activity is increased in OB GCs following *Tsc2* loss. The results presented here are reminiscent of how neural activity is modulated in the hippocampus following loss of *Tsc1* (Bateup et al., 2011, 2013). Given that increased neural activity causes changes in activity dependent gene expression, it remains to be seen whether the changes identified in the OB represent drivers of abnormal activity or results of activity. Since Homer1a is predicted to reduce AMPA receptors, it seems more likely that the changes identified here reflect the increased activity of OB GCs. However further work is needed to understand the pathophysiological significance.

OB GCs are a heterogenous group that express subtype specific marker proteins, exhibit unique characteristics, and have different functions (Merkle et al., 2014; Nagayama et al., 2014; Takahashi et al., 2018). The measurements presented in our study are of GCs in the granule cell layers. Individual data points in graphs demonstrate a shift in the entire population analyzed which supports that Tsc2 is a conserved requirement across GCs. This general requirement is further supported by data from Nestin-CRE-ERT2 mice and from previous reports examining Tsc1-Rheb-mTORC1 signaling in OB GCs (Feliciano et al., 2012, 2013b; Lafourcade et al., 2013; Skalecka et al., 2016; Zhang et al., 2016; Sokolov et al., 2020). Cortical inhibitory neuron *Tsc1* deletion caused a population of somatostatin positive cells to adopt parvalbumin positive cells characteristics in a rapamycin dependent manner and demonstrates that there can be cell type specific effects caused by excessive mTORC1 signaling (Malik et al., 2019). However, future work is needed to determine whether there are OB GC subtype requirements and changes to characteristics.

Taken together, the results presented herein support the hypothesis that *Tsc2* is required for neural development and that loss of *Tsc2* results in abnormal biochemical, molecular, and developmental characteristics of inhibitory interneurons which may have relevance for understanding TSC neurological and neuropsychiatric manifestations.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), https://www.ncbi.nlm.nih.gov/geo/, GSE206287.

## Ethics Statement

The animal study was reviewed and approved by Clemson University Institutional Animal Care and Use Committee.

## Author Contributions

Conceptualization, supervision, and funding acquisition: DF. Methodology, validation, and} investigation: DF, JH, VR, and AS. Formal analysis, writing—original draft, writing—review and editing, visualization: DF, JH, and VR. Project administration: DF and JH. All authors contributed to the article and approved the submitted version.

## Funding

DF is supported by United States of America Department of Defense U.S. Army Medical Research Activity Award Congressionally Directed Medical Research Program Tuberous Sclerosis Complex Research Program W81XWH2010447, National Institutes of Health R15NS096562 and 5P20GM139769-03.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

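RNA was sequenced from the olfactory bulbs of 3 Tsc2 mutant mice and 3 control mice at P60, 1 library per mouse. The authors trimmed reads with Trimmomatic, mapped them to the GRCm38 mouse genome with STAR, and counted unique exon hits per gene with the subread package. The deposited values are these raw counts, in 1 table per mouse, with the coordinates and exon length of each gene. Nothing in them was normalized, and replicates were not pooled. The paper's text does not name the versions of STAR and subread, the annotation release or whether strand was used in counting. Of the 49315 gene identifiers, 48970 were matched to a symbol and 345 were not. Gene classes, exon structures and GC content came from a GENCODE annotation of GRCm38, whose coordinates equalled those in the deposited tables for 44858 genes.

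Samples were grouped as Tsc2 mutant and control from the sample labels and the paper. The labels and the paper differ on the genotype of the controls. On the day of tamoxifen, the labels match the days the paper gives for its Figure 1 mice but not those for the sequenced mice. The paper's description of the sequenced mice was kept. The replicate numbers used for the block come from the labels, which do not state that same-numbered mice are paired. The correlations across genes of the deviations of same-numbered mice were 0.174, -0.345 and -0.235 for numbers 1, 2 and 3, and the mean over differently numbered mice was 0.0683.

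Counts were analysed in R 4.3.3. edgeR 4.0.16 was used with TMM normalization, the default filterByExpr filter (20046 genes kept) and the quasi-likelihood test, comparing all 3 mutants with all 3 controls without covariates. Adjusted p-values used the Benjamini-Hochberg method with thresholds of 0.05 and 0.01, beside the unadjusted threshold of 0.05, as in the paper. CPM values were scaled by the TMM factors. DESeq2 1.42.0, the paper's tool, was run with its defaults. The other alternatives were DESeq2's size factors in edgeR, no filter beyond 1 count in all samples together, at least 10 counts in every sample, the replicate block with and without a gene length correction, the gene length correction alone, log2 CPM of Xist as a covariate, each mouse left out, and subsets of genes. The likelihood ratio test of edgeR, limma-voom, a robust fit, a GC content correction with and without the block, and a covariate of cortical marker genes were added after seeing the data. Single values were compared with two-sided exact permutation tests, for which 3 mice against 3 cannot give a p below 0.1.

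Principal components used DESeq2's variance-stabilized values of the 500 most variable genes. Gene lists were tested with camera from limma 3.58.1 on log2 CPM (prior count 2, inter-gene correlation 0.01), with BH adjustment over the 16 marker lists. The lists were written before any count was seen. Positions of genes were compared with Fisher's exact tests and with 10000 random gene sets. Genes named in the text are those the paper names, those shown in Fig. 8B, up to 5 higher and 5 lower genes with the smallest adjusted p whose groups did not overlap, a set of X- and Y-linked genes, and members of the gene lists. Other genes named were chosen after their values were seen, namely Miip, Masp2 and Zfp933.

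The tests were checked on simulated counts drawn for 19725 genes, with 200 genes changed by known folds. Each gene was drawn independently, without differences shared across a library, so the shares called do not give the power in the real data. edgeR called 183 of the 200 (91.5%) and 18 unchanged genes, and it called 99% of those changed by a log2 fold change of 2. DESeq2 called 187 of the 200 (93.5%) and 51 unchanged genes. With no change simulated, edgeR called 1 gene and DESeq2 called 14. The median error of the log2 fold change was -0.0188.

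Totals per library ranged from 45975273 to 61359569 counts, and from 28469 to 30287 genes had a count in a library. Intervals and floors from these totals cover counting error only. Exon-level use could not be computed from gene counts, and gene ontology, synaptic ontology and network databases were not used here. Imaging, staining and morphology were not analysed here.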

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

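The lists of marker genes and the Xist covariate in edgeR were set before the data were examined, as were the other alternatives except those named in the processing summary. The tests of gene positions in windows, of gene classes, of library totals, of principal components against marker genes, of DESeq2's calls and of Homer1 with a covariate were chosen after the results were seen.

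Xist was at 1964 CPM in control 1 and at 1371 CPM in control 2, and at 3.61 CPM or less in the other 4 libraries. The paper does not discuss it. Ddx3y, Eif2s3y, Kdm5d and Uty on the Y chromosome showed the opposite, with Ddx3y at 0.339 and 0.722 CPM in controls 1 and 2 and at 76.8 CPM or more elsewhere. A candidate explanation is that the mice differed in sex between the groups, since the paper's text does not give the sex of the sequenced mice. If so, sex could contribute to the difference between the groups. None of the 5 genes called by edgeR (adjusted p under 0.05, BH) lies on X or Y, where 45 genes had an unadjusted p under 0.05, and 3 of the 95 DESeq2 calls do. With log2 CPM of Xist as a covariate, 1 of the 5 edgeR genes still passed and all 5 kept their direction, and 31 of the 95 DESeq2 calls still passed. Because 2 of 3 controls and no mutants carry the high Xist level, the covariate overlaps with the group itself. A call lost with it is not shown to follow sex. A call kept or gained with it rests mainly on control 3, the control with low Xist. Control 3, whose Xist and Ddx3y levels are near those of the mutants, lay on the control side of every mutant for all 5 edgeR genes and near the other controls, with 67 counts of Gm12666 against 48 and 88 in controls 1 and 2 and 0, 1 and 0 in the mutants. Sex alone therefore does not account for these 5. Control 3 lay on the control side as well for 64 of the 64 DESeq2 calls lost with the covariate, but these genes were selected for a group difference over the same libraries. Xist itself meets the criterion, with 3.61 CPM in control 3 against 0.33 to 0.61 CPM in the mutants, so this count does not speak against sex. How many of the 64 follow sex was not tested further. Eif2s3y, Kdm5d and Uty were at 0.591 CPM or less in controls 1 and 2 and at 21.86 CPM or more in the other 4 libraries. With the levels of Ddx3y and Xist, this argues against sizeable mixing of RNA between controls 1 and 2 and the other 4 libraries. Mixing among libraries of like Xist level and a mislabelled library were not tested.

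DESeq2 called 8 genes in a single window of chromosome 4, between 147132038 and 148615499, where 33 genes were tested. These were Zfp991, Zfp982, Gm16503, Zfp979, Zfp984, Zfp933, Miip and Masp2, and 7 of the 8 were lower in the mutants. Among 10000 random sets of as many tested genes, the fullest 5 Mb window held a median of 3 and at most 7 genes, so the share of random sets as full was 1e-04, the smallest these sets can give. For protein-coding calls alone the window also held 8, against a median of 2 and at most 6 in random sets (share 1e-04, again the smallest possible). In edgeR, chromosome 4 held 3 of the 5 calls (Fisher's exact test, adjusted p = 0.0419 over chromosomes). Of these 3, Gm12666 starts at 92190744, outside the window. The same test gave chromosome 4 an adjusted p of 0.205 for DESeq2's calls and 0.0864 for edgeR among protein-coding genes alone. None of the 5 edgeR calls lies within 10 Mb of Tsc2. A candidate explanation is a chromosome segment from another strain that was carried by some of the mice, with sequence or expression differences from the reference. Reads shared between members of the zinc finger family could add to the number of calls there and were not tested on reads, but Miip and Masp2 are not members of that family. The pattern cannot be told apart from these explanations, and an effect of Tsc2 on the region was not tested separately.

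TEC gene models made up 30 of the 58 lower DESeq2 calls among the tested genes and 0 of the 37 higher calls, although 974 of 20046 tested genes are of this class (Fisher's exact test on the lower calls, p = 2.23e-24, with genes not being independent replicates). Their median log2 fold change was -0.199, against 0.0062 over all tested genes. edgeR called 0 of them at an adjusted p under 0.05, and at an unadjusted p under 0.05 it gave 174 lower and 7 higher. TEC models took 0.171%, 0.176% and 0.154% of counts in mutants 1, 2 and 3 and 0.225%, 0.182% and 0.208% in controls 1, 2 and 3 (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Since 69.1% of these models lie inside the span of a protein-coding gene and 97.6% have 1 exon, a candidate explanation is that the libraries differ in their share of unspliced or nuclear RNA. The totals of the groups overlapped (exact permutation test, p = 0.5). With 3 against 3 that test cannot rule out library size, and the TEC share was not tested against the totals. A change of nuclear RNA with loss of Tsc2 and a difference in RNA preparation cannot be told apart here.

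Of the 16 marker lists, 2 passed an adjusted p of 0.05 in limma's camera test (BH). The list of cortical or anterior olfactory excitatory neurons was higher in the mutants, with a median log2 fold change of 0.425, 10 of its 11 genes higher and an adjusted p of 0.000449 from limma. The groups did not overlap for 2 of the 11, Fezf2 and Nrgn, where chance gives 10%. Without control 3 this list no longer passed, with a median of 0.16 and an adjusted p of 0.069 from limma. The list of meninges and fibroblasts was lower, with a median of -0.331, 1 of its 12 genes higher and an adjusted p of 8.07e-06 from limma. The groups did not overlap for 3 of the 12, Col1a2, Col3a1 and Igf2, against the same chance share of 10%, and DESeq2 called Igf2 (adjusted p = 0.000888 with BH). This list passed with each mouse left out. With the replicate block these medians were 0.621 and -0.320 (adjusted p = 0.00394 and 0.000152 from limma), and over the alternatives the adjusted p ranged from 9.06e-06 to 0.903 and from 2.07e-09 to 0.903. With the inter-gene correlation estimated from the data, 0 lists passed, and 0 had an unadjusted p under 0.05 (0.217 and 0.138 for these lists). The mean of the cortical markers did not separate the groups (two-sided exact permutation test, p = 0.2). A candidate explanation is that the dissections held differing amounts of tissue next to the bulb and of its coverings. All 4 of the splits of the 6 libraries that part every same-numbered pair gave at least 2 lists, so differences between single libraries remain an explanation that cannot be told apart from loss of Tsc2.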

How the results depend on the processing

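The alternatives that were added after seeing the data are edgeR's likelihood ratio test, limma-voom, the robust fit, the GC content correction, the cortical marker covariate and every alternative of the DESeq2 count. The cause of a change was not tested for any result in this part. Numbers of genes are given for an adjusted p under 0.05 and under 0.01 (BH), which edgeR's quasi-likelihood test put at 5 and 1, with 5 of the 30 heat map genes.

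DESeq2's Wald test gave 97 and 51 genes and 30 heat map genes. edgeR without a filter on low counts gave 77, 28 and 30, and its likelihood ratio test gave 108, 61 and 30. With at least 10 counts in every sample there were 0, 0 and 0 (1141 genes and 23 heat map genes at an unadjusted p under 0.05), with the replicate block 0, 0 and 0 (901 and 30), with the block and the gene length correction 0, 0 and 0 (957 and 30), and with the block and the GC content correction 0, 0 and 0 (962 and 30). The requirement of 10 counts removed Rpl34-ps1, Gm12666 and Gm16503 because of their low counts in mutants, so its 0 does not test them. With the Xist covariate 1 gene passed 0.05, as did 1 heat map gene. Among protein-coding genes alone the numbers were 2, 0 and 2 (888 at an unadjusted p under 0.05). limma-voom and the robust fit each gave 2 genes at 0.01. With each mouse left out, they ranged from 1 to 15, from 1 to 7 and from 1 to 7.

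At an unadjusted p under 0.05, edgeR's 1298 genes became 2186 without the filter, 3292 with the Xist covariate, 291 with an absolute log2 fold change of at least 1, and 828 to 2784 with each mouse left out. DESeq2's 97 genes became 45 with the replicate block, 519 with the Xist covariate and 35 to 359 with each mouse left out.

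Homer1 stayed higher under all alternatives, from 0.79 to 1.89 on the log2 scale, and passed 0.05 with DESeq2 (1.11), without the filter (1.09) and with the likelihood ratio test (1.11). Tsc2 and Fos kept their direction and passed in none, from -0.07 to -0.0077 for Tsc2 and from -1.01 to -0.11 for Fos.

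The camera p of the immediate early genes (0.0122) was 0.534 with the estimated inter-gene correlation and 1.13e-05 to 0.275 with each mouse left out. The number of marker lists (2) was 5 with the Xist covariate, 0 with the estimated correlation (0 at an unadjusted p under 0.05) and 2 to 5 with each mouse left out. The lists that passed were not always the same, since the cortical list had an adjusted p of 0.069 in limma's camera test (BH) without control 3. At an unadjusted p under 0.05, 11 genes lay near Tsc2 in place of 0. The number of chromosomes with an excess or lack of calls (1) was 6 at an unadjusted p under 0.05, 0 for DESeq2, 0 with the replicate block and 0 for protein-coding genes, each over called genes. PC1's share of the variance (52.7%) was 44.3% with log2 CPM, 65.9% without X, Y and mitochondrial genes, 98.8% on the called genes and 49.3% to 62.3% with each mouse left out.

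Some directions reversed. With the Xist covariate, Nes became 0.58, Egr1 0.15, Arc 0.48, Npas4 0.21 and Junb 0.25. Tbc1d7 became 0.00086 with the gene length correction and 0.0302 with the cortical marker covariate. With each mouse left out, Tbc1d7 ranged from -0.11 to 0.013, Mtor from -0.026 to 0.11, Hif1a from -0.035 to 0.071, Reln from -0.061 to 0.17, Nes from -0.24 to 0.12, Arc from -0.53 to 0.057 and Junb from -0.62 to 0.042. The following counts cover the genes run under the alternatives, with those above included and Homer1, Tsc2 and Fos left out. In them 408 values kept their direction and side of the threshold, 40 were weaker and 10 were stronger. Under the Xist covariate, Xist, Ddx3y, Eif2s3y, Kdm5d and Uty hold the values of the main test. These are counted among the 408 but do not test that covariate.

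With 3 mice in each group, an exact permutation test cannot go below p = 0.1. In simulated data of this size edgeR called 91.5% of the changed genes. Genes were drawn independently there, without differences shared across a library, so that share does not give the power in the real data. Gene counts cannot show the use of single exons at any depth.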

Differences from the paper's values

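The paper reports 99 genes at an adjusted p under 0.05, and edgeR's quasi-likelihood test gave 5. Among the alternatives set before the data were examined, DESeq2's Wald test gave 97 genes and the quasi-likelihood test without a filter on low counts gave 77, both within 1.5 times the paper's number. None of the others did, with 0 to 15 genes. edgeR's likelihood ratio test, chosen after seeing the values, gave 108, and DESeq2 without mutant 2, mutant 3 or control 3, also chosen after seeing the values, gave 99, 71 and 73. The paper's methods name DESeq2.

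The paper reports 51 genes at an adjusted p under 0.01, and edgeR's quasi-likelihood test gave 1. DESeq2's Wald test, set before the data were examined, gave 51. The other alternatives set before the data were examined did not close the gap, with 28 genes without a filter on low counts and 0 to 7 in the rest. edgeR's likelihood ratio test, chosen after seeing the values, gave 61.

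The paper describes Homer1 as significantly increased. edgeR's quasi-likelihood test gave it a log2 fold change of 1.11 and an adjusted p of 0.372 (BH). It passed with DESeq2's Wald test (adjusted p = 6.58e-05), with edgeR without a filter on low counts (adjusted p = 0.00084) and with edgeR's likelihood ratio test, chosen after seeing the values (adjusted p = 0.000686). It also passed in every DESeq2 fit chosen after seeing the values, with an adjusted p of 3.75e-05 with the replicate block, 8.07e-09 with the Xist covariate and 4.5e-11 to 0.0329 with each mouse left out. The fit with the Xist covariate compares the mutants mainly with control 3, the library lowest in Homer1 (78.1 CPM), so it adds little. In the other edgeR fits and in limma-voom its adjusted p ranged from 0.0769 to 0.963. The paper also places Homer1 among the most highly expressed transcripts, and its mean CPM had rank 1116 of the 20046 tested genes and rank 2 of the 30 heat map genes.

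The paper states that the samples clustered in the principal component analysis and the bi-clustering. On the 500 most variable genes the groups overlapped on PC1 (exact permutation test, p = 0.3). On PC2 of the same genes all mutants lay above all controls (exact permutation test, p = 0.1), with control 3 at 4.92 next to the lowest mutant at 5.25. Clustering on the heat map genes placed control 3 with the mutants. The groups parted on PC1 with log2 CPM in place of variance-stabilized values (44.3% of the variance, exact permutation test, p = 0.1) and on the genes called by edgeR. Clustering of the heat map genes outside the X and Y chromosomes also parted them, a gene set chosen after seeing the values.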

Other observations

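Other splits of the samples were counted for every test across genes. These counts, apart from that of edgeR's genes at an adjusted p under 0.05, and the tests of GC content, of the fast immediate early genes, of PC1 against marker genes, of Homer1 with a covariate and of DESeq2's calls were chosen after the results were seen. Only splits that part every same-numbered pair were compared with the real one, which makes 4 splits with the real one included. A share of 4 splits cannot fall below 25%, so none of these counts can rule out differences between single libraries. The other 6 of the 10 splits leave 2 same-numbered pairs together.

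At an adjusted p under 0.05 in edgeR, 1 of the 4 splits, the real one, gave 5 genes or more, and the others gave 1, 0 and 0 (1166, 3203 and 180 genes at an unadjusted p under 0.05). Among the splits that leave same-numbered pairs together, mutant 1 with controls 1 and 3 against the rest gave 7 genes, more than the real split, and the labels do not state that the numbers pair the mice. At an adjusted p under 0.01, 2 of the 4 splits gave as many as the real one, and 2 of the 4 gave as many genes at an unadjusted p under 0.05. Of the heat map genes, which were selected on the real split, 1 of the 4 splits gave as many. DESeq2 gave 97 genes for the real split and 681 when mutants 1 and 3 and control 2 were set against the rest, so 2 of the 4 splits gave as many. For the immediate early gene list 3 of the 4 splits gave a camera p as low, for the marker lists 4 of the 4 gave as many, and for chromosomes with an excess of calls 1 of the 4 did. For genes near Tsc2 4 of the 4 gave as many, which the count of 0 (11 at an unadjusted p under 0.05) in the real split fixes in advance.

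On variance-stabilized values, the largest axis of variation did not separate the groups, whereas with log2 CPM of the 500 most variable genes PC1 (44.3% of the variance) did (exact permutation test, p = 0.1). After leaving out the X, Y and mitochondrial genes and the marker genes themselves, PC1 held 65.4% of the variance. Its scores followed the mean log2 CPM of the 11 cortical marker genes over the 6 libraries, with a Pearson's r of 0.975 (exact permutation test, p = 0.00278) and a Spearman's rho of 0.943 (exact permutation test, p = 0.0167), the 1 relation computed. Without control 3 and mutant 3, the libraries farthest from the median, r was 0.94. The marker mean was 5.86, 5.50 and 6.28 in mutants 1, 2 and 3 and 5.23, 5.79 and 4.30 in controls 1, 2 and 3. The split that DESeq2 separated with 681 genes is the split by this order, with mutants 1 and 3 and control 2 on the same side of PC1. Tissue next to the bulb could add to such a difference, and with the marker mean as a covariate the log2 fold change of Homer1 was 0.787 in place of 1.11 (edgeR, adjusted p = 0.24 with BH, over a range of 4.5e-11 to 0.963 for the fits of both tools). Homer1 kept its direction and most of its size, so the markers do not account for all of its increase, and how much of the rest belongs to loss of Tsc2 cannot be told apart with 3 mice in each group.

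The paper reports more C-Fos staining in OB GCs of Tsc2 mutants. In the RNA of whole OBs, Fos had 85.0, 37.7 and 104.0 CPM in mutants 1, 2 and 3 and 115.0, 116.1 and 85.0 CPM in controls 1, 2 and 3, a log2 fold change of -0.48 (standard error 0.32, adjusted p = 0.825 from edgeR with BH adjustment). With the replicate block it was -0.58 (adjusted p = 0.89 from edgeR with BH adjustment). The direction was opposite to that of the staining, but the groups overlapped. Without mutant 2 the log2 fold change of Fos was -0.15. A difference confined to granule cells or to protein is not tested by whole-bulb RNA.

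The list of 30 immediate early genes had a camera p of 0.0122 (limma, unadjusted, a single list), 0.0259 with the replicate block and 0.534 with the inter-gene correlation estimated from the data, with a median log2 fold change of 0.13 and 16 of the 30 genes higher in the mutants. This median lay above those of 99.95% of 10000 random lists matched on mean expression. Without Homer1 the p was 0.0349 and the median, 0.08, lay above those of 94.9% of random lists, so part of the signal rests on Homer1. The members split in direction. Homer1, Egr3, Klf10, Ptgs2, Vgf and Bdnf had log2 fold changes of 1.11, 0.80, 0.79, 0.71, 0.70 and 0.70. DESeq2's Wald test called Homer1, Bdnf and Klf10 (adjusted p of 6.58e-05, 0.0277 and 0.0441, BH) and no other member of the list. In edgeR these had adjusted p-values of 0.372, 0.56 and 0.615 (BH), and no member passed. Fos, Egr1, Arc, Npas4, Junb and Nr4a1 had a median of -0.361, with 0 of the 6 higher and none of the 6 at an unadjusted p under 0.05 in edgeR. These 6 were set apart after their values were seen. Other members that respond quickly were higher, such as Egr3 and, at 0.67 and 0.43, Nr4a3 and Fosb. Outside the 6 some members were lower too, and Ier2 had the lowest value of the 30, at -0.72. Its unadjusted p was 0.0251 and its adjusted p 0.748 in edgeR (BH). The list therefore does not say whether neuronal activity at the time of dissection differed. Since 2 marker lists moved as well, the list may follow the make-up of the tissue, and it cannot be told apart from that explanation. With the Xist covariate Egr1, Arc, Npas4 and Junb turned positive.

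The genes of the mTOR pathway and others that the paper names showed small changes. The edgeR log2 fold changes were -0.08 for Tsc1, -0.05 for Tbc1d7, 0.25 for Rheb, 0.04 for Mtor, -0.16 for Flna, 0.02 for Hif1a, 0.08 for Reln and -0.06 for Nes, and their adjusted p-values (BH) ranged from 0.748 for Rheb to 0.968 for Hif1a. Rheb, Tsc1 and Flna had groups that did not overlap, as 10% of genes do by chance. The paper cites increased FLNA and Hif-1a activity in Tsc1 knockout OB GCs, which is another mutant and another measure.

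Gene length and GC content were tested as sources of the changes. Across genes, which are not independent replicates, Spearman's rho of the log2 fold change was 0.0848 with gene length and 0.0281 with GC content, and the corrections gave 6 and 4 genes at an adjusted p under 0.05 in edgeR in place of 5. These values do not test the called genes themselves, most of which the GC correction hardly moved. With it, Zfp984 went from -1.907 to -1.805 and lost its call (adjusted p = 0.0617 from edgeR with BH adjustment). A part of GC bias in single calls therefore remains open. With the gene length correction all 5 calls passed, with adjusted p-values from 0.000301 to 0.0393 (edgeR, BH). Rpl34-ps1 was then at -6.116, Gm12666 at -6.985, Gm16503 at -5.383, Gm7887 at 2.754 and Zfp984 at -1.896. These values argue against gene length as the source of these 5 calls. Within 10 Mb of Tsc2, 370 genes were tested and 0 of the 5 edgeR calls lie there; at an unadjusted p under 0.05 there were 11 of 1298, fewer than their share (Fisher's exact test, p = 0.00375).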
